# Two transcriptionally and functionally distinct waves of neutrophils during mouse acute liver injury

**DOI:** 10.1097/HC9.0000000000000459

**Published:** 2024-06-19

**Authors:** Yousef Maali, Manuel Flores Molina, Omar Khedr, Mohamed N. Abdelnabi, Jessica Dion, Ghada S. Hassan, Naglaa H. Shoukry

## Abstract

**Background:**

Neutrophils are key mediators of inflammation during acute liver injury (ALI). Emerging evidence suggests that they also contribute to injury resolution and tissue repair. However, the different neutrophil subsets involved in these processes and their kinetics are undefined. Herein, we characterized neutrophil kinetics and heterogeneity during ALI.

**Methods:**

We used the carbon tetrachloride model of ALI and employed flow cytometry, tissue imaging, and quantitative RT-PCR to characterize intrahepatic neutrophils during the necroinflammatory early and late repair phases of the wound healing response to ALI. We FACS sorted intrahepatic neutrophils at key time points and examined their transcriptional profiles using RNA-sequencing. Finally, we evaluated neutrophil protein translation, mitochondrial function and metabolism, reactive oxygen species content, and neutrophil extracellular traps generation.

**Results:**

We detected 2 temporarily distinct waves of neutrophils during (1) necroinflammation (at 24 hours after injury) and (2) late repair (at 72 hours). Early neutrophils were proinflammatory, characterized by: (1) upregulation of inflammatory cytokines, (2) activation of the noncanonical NF-κB pathway, (3) reduction of protein translation, (4) decreased oxidative phosphorylation, and (5) higher propensity to generate reactive oxygen species and neutrophil extracellular traps. In contrast, late neutrophils were prorepair and enriched in genes and pathways associated with tissue repair and angiogenesis. Finally, early proinflammatory neutrophils were characterized by the expression of a short isoform of C-X-C chemokine receptor 5, while the late prorepair neutrophils were characterized by the expression of C-X-C chemokine receptor 4.

**Conclusions:**

This study underscores the phenotypic and functional heterogeneity of neutrophils and their dual role in inflammation and tissue repair during ALI.

## INTRODUCTION

Acute liver injury (ALI) of various etiologies is characterized by severe hepatic necrosis, inflammation, and tissue damage, and may progress to acute liver failure associated with high morbidity and mortality.^1^ Neutrophils play a pivotal role in the initial phases of inflammation during ALI.^2^ Emerging evidence suggests that neutrophils could also coordinate inflammation resolution and contribute to tissue repair in many organs including the liver.^3^

Recent studies have highlighted the remarkable heterogeneity of neutrophils, prompting investigations into the distinct subpopulations that infiltrate the liver during different stages of liver injury.^4^ Advancements in single-cell transcriptomics have unveiled the presence of proinflammatory (N1) and anti-inflammatory (N2) neutrophil subsets, with distinct gene expression profiles and functional characteristics.^5,6^ During tissue repair, neutrophils enhance the breakup of damaged vessels, the assembly of new ones, and the remodeling of extracellular matrix upon focal thermal sterile injury of the liver, enabling damage resolution.^7^ Moreover, reactive oxygen species (ROS) released from neutrophils promote tissue repair by enhancing the differentiation of the proinflammatory monocytes/macrophages (Ly6C^hi^CX3CR1^−^) into proresolving macrophages (Ly6C^lo^CX3CR1^+^) as demonstrated in acetaminophen-induced ALI.^8^ Depleting neutrophils were associated with both improvement and worsening liver injuries, implying fine regulation of different neutrophil subtypes with distinct functions.^9^ Using longitudinal flow cytometry analysis, we have previously observed 2 waves of neutrophils infiltrating the liver following carbon tetrachloride (CCl_4_)–induced ALI during the necroinflammatory and repair phases, respectively, suggesting that they may be functionally distinct.^10^ Yet, it remains unclear how different neutrophil subsets are recruited to the liver during various stages of liver injury and the molecular pathways that govern their different functions remain unexplored. To address these questions, we studied the kinetics, phenotype, transcriptomic profile, and functions of neutrophils during CCl_4_-induced ALI. We report 2 transcriptionally and functionally distinct neutrophil populations peaking either early during the inflammation phase or late during the repair phase.

## METHODS

### Animals

Eight- to 10-week-old C57BL/6N male mice (Strain code 027; Charles River Laboratories, Senneville, QC, Canada) were maintained in a specific pathogen-free facility at the Centre de Recherche du Centre hospitalier de l’Université de Montréal (CRCHUM). All procedures were approved by the Institutional Animal Care and Use Committee (Protocol IP18035NSs). Mice received a single i.p. injection of CCl_4_ (Sigma-Aldrich, Oakville, ON, Canada) at 1 mL/kg in corn oil (Sigma-Aldrich). Mice were terminally euthanized at 0, 12, 24, 48, 72, 96, and 168 hours after injection. Spleens from untreated mice were used to isolate control neutrophils for RNA-sequencing (RNA-seq).

### Isolation of neutrophils

Intrahepatic leukocytes were isolated through a two-step process, involving mechanical dissociation of the liver followed by enzymatic digestion and purification on a Percol gradient (37%) (MilliporeSigma, Burlington, MA). Splenocytes were isolated by mechanical dissociation of the spleen and passed through a 70-µm filter. Liver and spleen neutrophils were enriched using an anti-Ly6G microbead mouse kit (Miltenyi-Biotec, Bergisch Gladbach, Germany). Details are provided in the Supplemental Section, http://links.lww.com/HC9/A915.

### RNA-Seq library preparation

Enriched neutrophils were FACS sorted as Ly6G^hi^Ly6C^int^CD11b^+^CD45^+^ (>95% purity) directly in lysis buffer. RNA was extracted using an RNeasy micro-kit (Qiagen, Germantown, MD). RNA quality was assessed using the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA). Only RNA samples displaying an RNA integrity number score >7 were used. Library preparation and sequencing were performed by the Genome Quebec Innovation Center (Montreal, QC, Canada). Libraries were prepared using the New England Biolabs mRNA stranded library Prep Kit (New England Biolabs, Ipswich, MA), then sequenced on the Illumina NovaSeq PE100—25M (Illumina Inc., San Diego, CA). Reads obtained were already aligned to the mice genome (GRCm38.x). Read counts per gene were determined using HTSeq-count (v0.6.1p1). Details about bioinformatic analysis are provided in the Supplemental Section, http://links.lww.com/HC9/A915.

### Flow cytometry

Leukocytes were washed with FACS buffer (PBS, 1% fetal bovine serum, 0.02% sodium azide), then stained with surface antibodies plus aqua vivid and 10% mouse serum in 96-well plates for 30 minutes at 4 °C in the dark, and then washed twice in FACS buffer. Cell populations were defined as: neutrophils, CD11b^+^Ly6C^int^Ly6G^+^; monocytes, CD11b^+^Ly6C^hi^Ly6G^−^; macrophages, CD11b^+^Ly6C^lo/−^Ly6G^-^Siglec-F^−^F4/80^+^; dendritic cells, CD11b^+^Ly6C^−^Ly6G^−^CD11c^+^; eosinophils, CD11b^+^F4/80^int/+^Siglec-F^+^; and T cells, CD11b^−^CD3^+^. Samples were acquired on a BD LSRFortessa Cytometer equipped with violet (405 nm), blue (488 nm), yellow-green (561 nm), and red (633 nm) lasers, utilizing FACSDiva version 8.0.1 (BD Biosciences, San Diego, CA). Data were analyzed using FlowJo version 10.4 for Mac (BD Biosciences). Antibodies used are listed in Supplemental Table S1, http://links.lww.com/HC9/A915.

### Immunofluorescence and quantification

Immunofluorescence (IF) for myeloperoxidase was performed on 4-mm formalin-fixed, paraffin-embedded tissue sections. Image analysis and quantification were performed utilizing the Visiopharm image analysis software (Visiopharm, Hoersholm, Denmark) as described.^11^ Multiplex immunofluorescence for ionized calcium binding adaptor molecule 1, alpha smooth muscle actin, Desmin, and myeloperoxidase was done on frozen 5-μm optimal cutting temperature compound-embedded and fixed liver sections, as described.^10^ Antibodies used for IF are listed in Supplemental Table S2, http://links.lww.com/HC9/A915.

### RNA isolation and reverse transcription polymerase chain reaction analysis

Total liver RNA was isolated using RNeasy Mini Kit (Qiagen). Complementary DNA (cDNA) was generated from 2 µg of total RNA using the Transcriptor Universal cDNA Master Mix (Roche Life Science, Penzberg, Germany). For neutrophils, cDNA was generated from 200 ng of total RNA isolated from FACS-sorted neutrophils using the RNeasy micro-kit (Qiagen). cDNA was amplified using the LightCycler 480 SYBR Green I Master (Roche) in the LightCycler 480 instrument (Roche) according to the manufacturer’s protocols. mRNA expression was normalized to the expression of the housekeeping gene 28s and was determined using the 2-ΔΔCt method. Primer sequences are listed in Supplemental Table S3, http://links.lww.com/HC9/A915.

### Mitochondrial functionality assay

Freshly isolated neutrophils were seeded at 1.5×10^5^ cells per well in 96-well round bottom plates. Cells were incubated with surface antibodies and a mixture of 50-nM MitoTracker Green FM and 50-nM MitoTracker Red CMXRos (both from Thermo Fisher Scientific, Waltham, MA) for 15 minutes at 37 °C. Cells were then washed and directly analyzed by flow cytometry. Details are provided in the Supplemental Section, http://links.lww.com/HC9/A915.

### Puromycin incorporation assay

Cells (1.5×10^5^/well) seeded in 96-well round bottom plates were incubated in 150 µL Roswell Park Memorial Institute complete medium+ 10% fetal bovine serum containing puromycin (10 µg/mL) with or without cycloheximide (100 µg/mL) for 30 minutes at 37 °C. Cells were then washed and stained for surface and viability markers for 30 minutes at 4 °C, then permeabilized using BD Cytofix/Cytoperm (BD) for 30 minutes at 4 °C in the dark, after which cells were washed and incubated for 30 minutes at 4 °C in the dark with the A-647-labeled anti-puromycin antibody, then analyzed by flow cytometry. Details are provided in the Supplemental Section, http://links.lww.com/HC9/A915.

### Real-time bioenergetic profile analysis

Mito Stress Test was performed using the Seahorse XFe96 Analyser (Agilent Technologies) at the Metabolomics Innovation Resource instrumentation research platform, McGill University (Montreal, QC, Canada). FACS-sorted neutrophils suspended in complete Roswell Park Memorial Institute were seeded at 300,000 neutrophils per well in XFe96 cell culture microplates (Agilent Technologies) precoated with poly-L-lysine. Plates were centrifuged at 200*g* for 1 minute with no brakes. Roswell Park Memorial Institute medium was replaced with 180 μL of DMEM XF base medium, pH 7.4 (Agilent Technologies), supplemented with 10 mM glucose, 2 mM glutamine, and 1 mM pyruvate (Agilent Technologies). Plates were incubated for 30 minutes at 37 °C and loaded into the Seahorse XFe96 Analyzer. In the analyzer, 2 µM oligomycin, 1 µM carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone, and 0.5 µM rotenone + antimycin A were injected at the indicated times. Respiratory parameters were collected.

### Statistical analysis

Statistical analysis was performed with GraphPad Prism 9 software. Mann-Whitney test was used to determine the significance between 2 groups. ANOVA followed by Dunn Multiple Comparison Test was used when comparing more than 2 groups. A *p*-value <0.05 was considered statistically significant.

## RESULTS

### Two neutrophil peaks during necroinflammation and tissue repair after CCl_4_-induced ALI

To investigate the kinetics of neutrophils during CCl_4_-induced ALI, C57BL/6N mice received a single i.p. injection of CCl_4_ (1 mL/kg of body weight), and liver tissue was analyzed at various time points afterward. As we previously described using histological and functional characterization, we delineated 3 different stages of liver injury: (1) necroinflammation (0–48 hours), (2) early repair (48–72 hours), and (3) late repair (72–168 hours)^10^ (Figure 1A and Supplemental Figure S1A, B, http://links.lww.com/HC9/A915).

**FIGURE 1:**
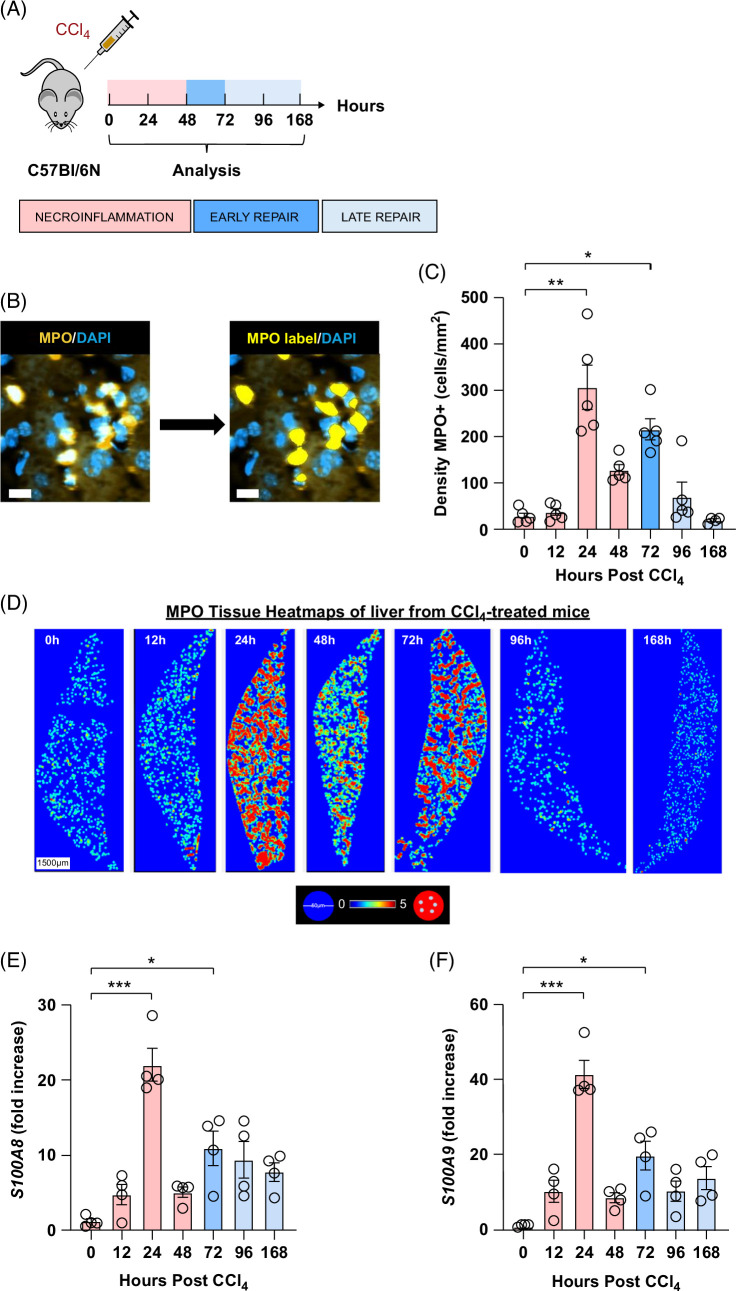
CCl_4_ toxicity induces two waves of neutrophils during necroinflammation and tissue repair. (A) Schematics of the experimental design delineating the phases of the wound healing response to 1 i.p. injection of CCl_4_ at 1 mL/kg of body weight. (B) Representative staining of intrahepatic neutrophils (MPO^+^). (C) Density of intrahepatic neutrophils expressed as the number of MPO^+^ cells per mm^2^. Image analysis was performed using the image analysis software VIS (Visiopharm). (D) Representative tissue heatmaps of MPO^+^ cells, scale bar = 1500 μm. High-density areas are displayed in red, low-density areas are displayed in blue, and intermediate values are displayed according to the color scale in the figure. Relative gene expression of (E) *S100A8* and (F) *S100A9* determined by quantitative PCR on bulk liver tissue. The mRNA expression data represent fold increase relative to 0-h controls and was normalized to 28 seconds. N = 4–5 mice per group. Data are shown as mean±SEM. Statistical analysis was performed using one-way ANOVA on ranks followed by Dunn Multiple Comparison Test. *p<0.05, **p<0.01, ***p<0.001. Abbreviations: CCl_4_, carbon tetrachloride; MPO, myeloperoxidase.

We investigated neutrophil infiltration into the liver by the quantification of MPO^+^ cells on whole liver sections using IF. The number of neutrophils in the liver was minimal at 0 hours. During the necroinflammation phase (24 hours post-CCl_4_), there was an extensive influx of neutrophils (Figure 1B–D), hereinafter termed 24-hour neutrophils. Neutrophil density dropped at 48 hours followed by a distinct second wave of neutrophils at early repair (72 hours post-CCl_4_), hereinafter termed 72-hour neutrophils. This confirmed our previous observation using flow cytometry^10^ (Supplemental Figure S1C, D, http://links.lww.com/HC9/A915). To further dissect the role of these different waves of neutrophils and evaluate their individual localization, we examined the interactions between neutrophils and various cellular populations using IF on liver sections. We observed a distinct distribution of neutrophils throughout the progression of ALI. At 24 hours after injury, neutrophils identified as MPO^+^ cells infiltrated both necrotic and non-necrotic regions within the liver tissue. However, by 48–72 hours after injury, these MPO^+^ cells predominantly localized to regions indicative of repair, characterized by the presence of activated macrophages (ionized calcium binding adaptor molecule 1^+^), and activated HSCs (alpha smooth muscle actin^+^/Desmin^+^). Such differential distribution suggests a prorepair role of 72-hour neutrophils (Figure 2).

**FIGURE 2:**
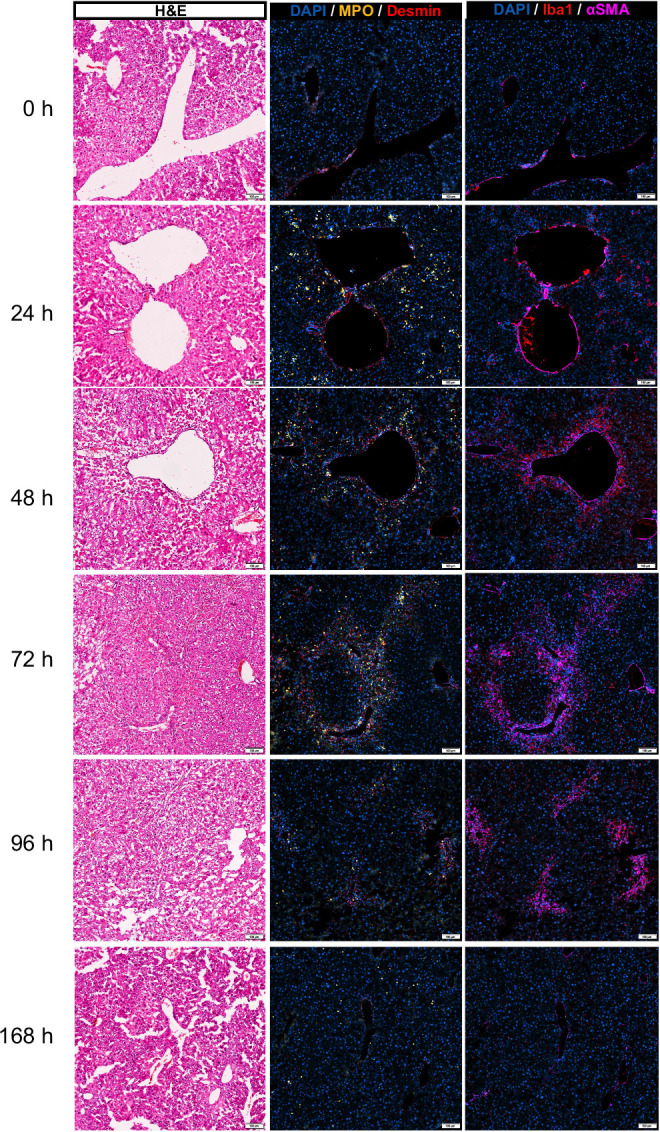
MPO^+^ cells are distributed throughout the liver tissue at 24 hours post-CCl_4_ but localize in the repair area at 72 hours. Representative immunofluorescence images demonstrating the location of MPO^+^ cells relative to activated macrophages (Iba1^+^) and activated HSCs (αSMA^+^/Desmin^+^) at the different phases of the wound healing response. Aligned serial sections of hepatic tissue: section 1 (H&E), section 2 (MPO and Desmin), and section 3 (Iba1 and αSMA). Scale bar = 100 μm. Abbreviations: CCl_4_, carbon tetrachloride; H&E, Hematoxylin and eosin; IBA1, ionized calcium binding adaptor molecule 1; MPO, myeloperoxidase; αSMA, alpha smooth muscle actin.

Finally, we evaluated changes in gene expression of the inflammatory markers *S100a8* and *S100a9* that correlate with neutrophil abundance at sites of inflammation.^12^ Concomitant with the liver myeloperoxidase signals, we observed 2 high expression peaks of *S100a8* and *S100a9* at 24 hours and 72 hours post-CCl_4_ (Figure 1E, F). In summary, we detected 2 intrahepatic neutrophil waves with distinct distribution during the necroinflammation and tissue repair phases of ALI, respectively.

### The first and second waves of neutrophils exhibit distinct transcriptomic profiles

Next, we investigated whether these 2 waves of neutrophils were associated with different transcriptomic and functional profiles. We performed bulk RNA-seq analysis on FACS-sorted Ly6G^hi^Ly6C^int^CD11b^+^ neutrophils isolated from the liver at 24 hours and 72 hours post-CCl_4_. 

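RNA from neutrophils sorted from 3 control spleens of untreated mice, from 4 livers taken 24 hours after carbon tetrachloride (1 mL/kg) and from 5 livers taken 72 hours after it was sequenced, and the authors deposited the number of reads that HTSeq-count assigned to each gene, without normalization. Carbon tetrachloride is a hepatotoxin that injures the liver after a single injection. The count table lists 48709 genes, of which 48349 match the GRCm38 annotation used here by their Ensembl identifier. Counts on genes ranged from 1744084 to 2666718 per library in control splenic neutrophils (median 2306741), from 1781445 to 2017564 in 24-hour neutrophils (median 1897037) and from 1267089 to 3017403 in 72-hour neutrophils (median 1653592). The table also gives the reads that were not assigned. Of the uniquely aligned reads, between 2.71% and 3.18% per library were counted on a gene, and a median of 96.96% lay on no gene. All of the 20 genes with the most counts have exons that overlap a gene on the opposite strand. Of 30 transcripts listed in advance as abundant in neutrophils, 2 were among the 300 genes with the most counts. The counts of genes that overlap another gene on the opposite strand can therefore hold reads of both. If reads were counted on the opposite strand, genes without such an overlap would hold only a small share of their own reads. Having no annotated gene on the opposite strand therefore does not show that a gene was fully counted. Unaligned reads made up 1.91% and 1.98% of the reads of 72-hour replicates 2 and 3, and 49.6% to 50.7% in every other library.
Genes with more than 1 CPM (counts scaled to the library size) in at least 3 samples were kept, which left 12488, and libraries were scaled by the trimmed mean of M values (TMM). The TMM factors were lowest in the 24-hour libraries, from 0.740 to 0.860, against 1.17 to 1.24 in the spleen and 1.03 to 1.14 at 72 hours. Differences were tested with edgeR's quasi-likelihood test in 1 fit of all 12 libraries, with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p below 0.05 and an absolute log2 fold change of at least 0.5. The filter, the scaling and the choice of test could each change the number of genes called. Because both liver groups were compared with the same 3 spleen libraries, chance differences of those libraries enter both comparisons, and because control cells came from the spleen, the organ and the injury change together in these comparisons.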

Since the number of intrahepatic neutrophils at 0 hours was very low, we used neutrophils isolated from the spleen of untreated mice as controls (Supplemental Figure S2, http://links.lww.com/HC9/A915). 

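On the centred and scaled log2 CPM of the 12488 genes, the first principal component held 21.3% of the variance and the second 15.9%. On the first component, 24-hour neutrophils scored from 54.3 to 71.2, 72-hour neutrophils from -27.7 to 2.84 and control splenic neutrophils from -72.8 to -40.2, so the 3 groups did not overlap. On the second component, 72-hour replicates 4 and 5 scored 4.53 and 2.99, apart from 72-hour replicates 1, 2 and 3 at -53.4, -65.9 and -80.4. Differences between the 3 groups accounted for 33.6% of the total sum of squares, with p = 7.2e-05 over the 27720 assignments of the 12 libraries to groups of 3, 4 and 5 (exact permutation test). Compared directly, 24-hour and 72-hour neutrophils were separated with p = 0.00794, the smallest that 126 assignments allow (exact permutation test; 0.0238 after Benjamini-Hochberg adjustment over the 3 pairs of groups). The same exact permutation test gave p = 0.0286 for 24-hour against control neutrophils, the smallest that 35 assignments allow, and p = 0.0357 for 72-hour against control neutrophils. With only the most variable genes in place of all genes, the first component held 46.6% of the variance.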

Principal component analysis clearly separated the liver neutrophil populations according to the time following injury (Figure 3A). 

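The 3 genes with the smallest adjusted p among those higher in 24-hour than in control splenic neutrophils were Gm16894, Tctex1d4 and Gm26669. Gm16894 rose from 29.2 ± 5.24 (SD, n = 3) to 712 ± 144 (SD, n = 4) normalized CPM, a log2 fold change of 4.60 (standard error 0.34, edgeR adjusted p = 4.8e-08). Gm26669 overlaps 1672 exon bases of Zfp36l1 on the opposite strand, and Tctex1d4 overlaps 84 exon bases of Plk3. Among genes lower at 24 hours, Ltf, Bricd5 and Gtf2ird1 had the smallest adjusted p. Ltf, which encodes lactotransferrin and has no annotated gene on the opposite strand, had a log2 fold change of -9.07 (standard error 0.73, edgeR adjusted p = 5.9e-08). In 72-hour neutrophils, the corresponding genes were Tctex1d4, Gm16894 and Cxcl2 among those higher, and the same Ltf, Bricd5 and Gtf2ird1 among those lower. Cxcl2 rose from 0.503 ± 0.205 (SD, n = 3) to 335 ± 251 (SD, n = 5) normalized CPM, at least 241-fold against the count floor. All of these genes were taken from those in which every library of one group lay above every library of the other.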

Next, we performed a differential expression analysis to generate modules of genes that are significantly modulated in each neutrophil population (Supplemental Tables S4, S5, http://links.lww.com/HC9/A916, http://links.lww.com/HC9/A917). Using a cutoff of absolute fold change ≥0.5 and adjusted *p*<0.05, 1203 and 759 genes were differentially expressed in 24-hour and 72-hour neutrophils, respectively, as compared to control splenic neutrophils with 399 shared genes between the 2 time points (Figure 3B). 

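In the deposited counts, 1218 genes differed between 24-hour and control splenic neutrophils and 666 between 72-hour and control splenic neutrophils. The unadjusted p was below 0.05 for 3267 and 2134 genes. In both comparisons 405 genes were called in the same direction, and no gene was called in opposite directions. In 20 simulations in which neither liver group differed from the 3 shared spleen libraries, no gene was called in both; each comparison then called 2 genes at most, so this does not measure how much the shared spleen libraries add to the 405. A further 813 genes were called at 24 hours only and 261 at 72 hours only. When the 2 liver groups were compared directly, 561 genes differed. The alternative that moved these counts most was the restriction to genes with no annotated gene on the opposite strand, which tests fewer genes and gave 350, 290 and 70 genes in the 3 comparisons. Of the called genes, 65.8%, 59.8% and 72.5% had a gene on the opposite strand, against 54.9% of the tested genes. Fewer tests are therefore not the only difference. Leaving out spleen replicate 1 lowered the number of genes at 24 hours to 595, and leaving out spleen replicate 2 lowered that at 72 hours to 339. The genes called at 24 hours only fell to 372 without spleen replicate 1, and those called at 72 hours only to 116 without spleen replicate 2.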

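In 24-hour neutrophils 668 genes were higher and 550 lower than in control splenic neutrophils, and in 72-hour neutrophils 328 were higher and 338 lower. The median log2 fold change of all tested genes was -0.23 at 24 hours and -0.02 at 72 hours. Upper-quartile scaling moved the 24-hour median to -0.15 and the split to 799 higher and 465 lower genes.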

There were 671 upregulated genes and 532 downregulated genes in 24-hour neutrophils, and 329 upregulated genes and 430 downregulated genes in 72-hour neutrophils as shown in the volcano plot (Figure 3C). 

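For each of the 1479 genes called in either comparison with the spleen, the 3 group means were scaled to their minimum and maximum and clustered by Ward's method on Manhattan distances. Of these genes, 220 were higher in both liver groups, 185 were lower in both, 448 were higher and 365 lower at 24 hours only, and 108 were higher and 153 lower at 72 hours only. A call at 1 time point alone does not show that the time points differ. The direct comparison of 72-hour with 24-hour neutrophils called 173 of the 448 genes, 87 of the 365, 13 of the 108 and 33 of the 153.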

Hierarchical clustering of differentially expressed genes (DEGs) showed distinct transcriptomic profiles of neutrophil subpopulations liver 24-hour, liver 72-hour, or spleen (control neutrophils) (Figure 3D). We identified eight distinct clusters. 

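Division of the tree into 8 groups gave clusters of 130 to 260 genes, whose numbers do not correspond to those of Figure 3D. The largest held 260 genes, 259 of them called lower at 24 hours and 4 called lower at 72 hours. A cluster of 232 genes had its maximum at 24 hours, with all 232 called higher at 24 hours and 1 at 72 hours. A cluster of 174 genes had its maximum at 72 hours, with 174 called higher at 72 hours and 69 at 24 hours. A cluster of 183 genes was raised at both time points, with 181 called higher at 24 hours and 120 at 72 hours.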

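Among the 220 genes called higher in both liver groups was Nfkbia, which encodes an inhibitor of NF-κB, with mean log2 CPM of 3.95 in control, 6.54 in 24-hour and 6.34 in 72-hour neutrophils. Gene ontology sets were not used here, so the pathway enrichment itself was not recomputed. The 27720 assignments of the 12 libraries gave an adjusted p of 0.0374 for Nfkbia across the 3 groups (exact Kruskal-Wallis test, adjusted over the 30 genes of Supplemental Figure S6).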

Gene ontology enrichment analysis revealed that cluster 1 genes, upregulated in both 24-hour and 72-hour neutrophils as compared to controls, were associated with the inflammatory response since they correspond to genes enriched in the “cellular response to TNF” and “response to wounding” pathways (Figure 3E). Cluster 2 genes that were only upregulated at 72 hours were significantly enriched in the “cellular response to TGF beta stimulus” and “regulation of angiogenesis” pathways (Figure 3E). 

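Nr4a1 and Tgfbr1, which lie in the cluster with its maximum at 72 hours, had mean log2 CPM of 3.01 and 4.50 in control, 5.75 and 5.39 in 24-hour and 7.11 and 6.00 in 72-hour neutrophils. Both differed across the 3 groups, each with an adjusted p of 0.0186 (exact Kruskal-Wallis test over 27720 assignments). Vegfa, which encodes a vascular growth factor, rose from 3.14 to 3.63 and 4.31, and its adjusted p was 0.0731 in the same exact test. This test does not show that a level is highest at 72 hours. Nr4a1 had 43.8 and 62.9 normalized CPM in 72-hour replicates 4 and 5, within the 24-hour range of 25.2 to 136. Tgfbr1 had 38.2 and 35.7 there, within 28.8 to 56.9. For both genes, 72-hour replicates 1, 2 and 3 lay above every 24-hour library. The direct comparison of 72-hour with 24-hour neutrophils called 17 of the 174 genes of this cluster.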

Interestingly, only this cluster of genes was associated with a multitude of significantly enriched pathways related to angiogenesis (Figure 3F). Cluster 8 genes that were downregulated at 24 hours were primarily associated with metabolic processes and protein translation (Figure 3E). 

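The cluster of 260 genes with its minimum at 24 hours contains Rpl9, Rpl29, Rps24 and Fau, which encode ribosomal proteins, and Atp5c1 and Cox6a2, which encode mitochondrial proteins. At 24 hours Atp5c1 had a mean of 0.91 log2 CPM, against 2.92 in control splenic neutrophils and 2.32 at 72 hours (exact Kruskal-Wallis adjusted p = 0.0163). These are low levels at the depth of these libraries. The direct comparison of 72-hour with 24-hour neutrophils called 91 of the 260 genes.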

Clusters 3, 4, 5, 6, and 7 did not show any significantly enriched pathways, as proteins coded by genes of these clusters exhibited the least functional interactions with each other (Figure 3D).

**FIGURE 3:**
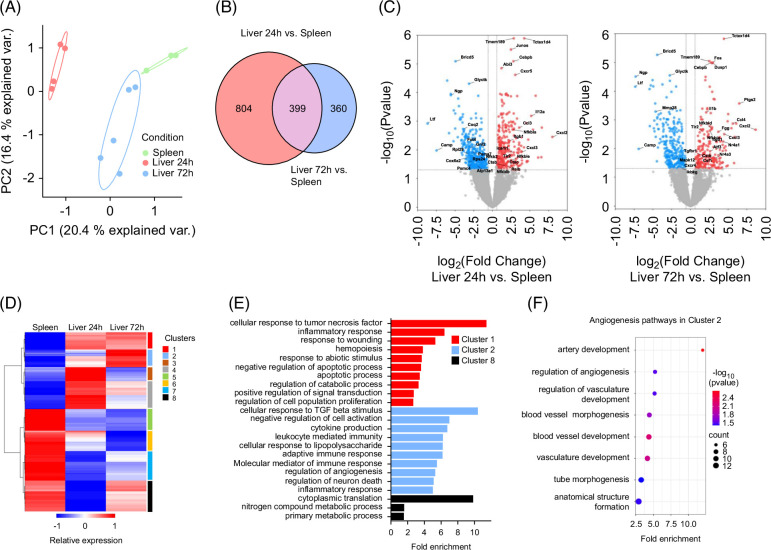
Neutrophils from 24 hours and 72 hours after injury exhibit distinct transcriptomic profiles. Bulk RNA-seq analysis was conducted on FACS-sorted CD45^+^CD11b^+^Ly6G^+^Ly6C^int^ neutrophils from the spleen (control) and liver at 24 hours and 72 hours post-carbon tetrachloride. (A) Principal component analysis performed on the normalized data of neutrophils isolated from the spleen (green) and liver 24 hours (red) and 72 hours post-CCl_4_ (blue). (B) Venn diagram of unique and overlapping differentially expressed genes (DEGs) between contrasts Liver 24-hour versus spleen and liver 72-hour versus spleen. (C) Volcano plots showing DEGs (bulk RNA-seq data) of liver 24-hour versus spleen (left) and liver 72-hour versus spleen (right), respectively. The *x*-axis represents the log2 Fold change and the *y*-axis represents the −log_10_ adjusted *p*-values (≤0.05). Dotted lines indicate filter criteria: log_2_ Fold change of ±1 and adjusted *p*-value of 0.05; blue: downregulated genes, red: upregulated genes; representative DEGs are specified. (D) Hierarchical clustering of all DEGs, based on Manhattan distances using Ward’s method. Data are presented as a heatmap normalized to the minimum and maximum of each neutrophil group. (E) Gene ontology (GO) analysis, showing the top 10 enriched GO categories for the significant clusters (C_1_, C_2_, and C_8_) from Figure 3D, using PANTHER 18.0. (F) GO analysis, showing all the angiogenesis pathways significantly enriched in cluster 2. Abbreviation: PC, Principal Component.

These results were validated and confirmed by functional enrichment analysis of downregulated and upregulated DEGs, using over-representation analysis and gProfiler. This additional analysis demonstrated an inflammatory profile and altered metabolic and protein translation functions for 24-hour neutrophils, while uniquely 72-hour neutrophils exhibited pathways associated with tissue repair and angiogenesis (Supplemental Figures S3, http://links.lww.com/HC9/A915 and S4, http://links.lww.com/HC9/A915). Furthermore, protein-protein interaction network analysis of the DEGs identified 2 networks of highly interconnected nodes in 24-hour neutrophils, one associated with immune response and the other with protein translation (Supplemental Figure S5A, http://links.lww.com/HC9/A915). However, the analysis of DEGs from 72-hour neutrophils identified only one network associated with immune response (Supplemental Figure S5B, http://links.lww.com/HC9/A915). 

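The 6 NF-κB genes of Supplemental Figure S5A (Nfkbia, Nfkbib, Nfkb2, Relb, Nkiras2 and Nfkbie) were all called higher in 24-hour than in control splenic neutrophils, with a mean log2 fold change of 1.83. That figure was built from the genes the study called at 24 hours in these same libraries, so these values describe the genes and do not test the list at 24 hours, and the choice also enters the direct comparison of the time points. In 72-hour neutrophils 1 of the 6 was called, with a mean of 0.86 (camera adjusted p = 0.0636 from limma), and the direct comparison of 72-hour with 24-hour neutrophils gave a mean of -0.96. In this list 3 genes overlap a gene on the opposite strand. Over the 36 tested genes of the proteasome families, the mean log2 fold change at 24 hours was -1.05, with 31 genes lower and 5 higher (limma camera with its preset correlation, adjusted p = 0.00214 over 12 set tests). With genes at the count floor set to their bounds, the mean was -0.81. Single genes of the family seldom passed the threshold, with 2 called lower and 1, Psmb7, called higher. Psmb7 had a log2 fold change of 1.64 (standard error 0.38, edgeR adjusted p = 0.00742). Psma7 fell by 2.47 on the log2 scale (standard error 0.73, edgeR adjusted p = 0.0311), with 0 to 6 counts in the 24-hour libraries, and 5 of the 12 fits that each left out 1 library put its adjusted p above 0.05, up to 0.124 without spleen replicate 1. At 72 hours the proteasome mean was -0.28 (limma camera adjusted p = 0.201). The 24-hour proteasome result held under fry, and not with the correlation between genes estimated from the data (limma camera adjusted p = 0.211).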

The comparison of the 2 immune response networks revealed the presence in 24-hour neutrophils of genes associated with: (1) noncanonical NF-κB pathway (upregulated genes) and (2) proteasome (downregulated genes). Furthermore, 72-hour neutrophils exhibited upregulation of the activating transcription factor 3 (*Atf3*) gene (Figure 3C and Supplemental Figure S5B, S6E, http://links.lww.com/HC9/A915), a stress-induced transcription factor that plays vital roles in anti-inflammatory immunity, oncogenesis, and tissue repair.^13^

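Atf3 (ENSMUSG00000026628.13) lies on chromosome 1 of GRCm38 from 191170296 to 191218039. Its normalized CPM were 5.06 ± 2.31 (SD, n = 3) in control splenic neutrophils, 7.55 ± 6.28 (SD, n = 4) in 24-hour and 29.8 ± 14.5 (SD, n = 5) in 72-hour neutrophils, from 3 to 168 counts per library. The log2 fold change against control was 2.56 at 72 hours (standard error 0.57, edgeR adjusted p = 0.00709) and 0.54 at 24 hours (standard error 0.61, edgeR adjusted p = 0.618). Compared directly, 72-hour neutrophils were higher than 24-hour neutrophils by 2.03 (standard error 0.51, edgeR adjusted p = 0.0266). The direct comparison was lost in 4 of the 12 fits that each left out 1 library, with adjusted p-values of up to 0.0953. Without spleen replicate 2, the 72-hour difference from control was 2.24 with an edgeR adjusted p of 0.0672.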

To further validate these findings, we classified genes by functional categories and observed that 24-hour neutrophils exhibited several downregulated genes related to oxidative phosphorylation and protein translation (Supplemental Figure S6A, B, http://links.lww.com/HC9/A915). On the other hand, this neutrophil population demonstrated higher expression of genes associated with the NF-κB signaling pathway, especially *Relb* and *Nfkb2* (Supplemental Figure S6C, http://links.lww.com/HC9/A915). Furthermore, we identified 2 chemokine genes (*Ccl3* and *Ccl4*) with comparable expression in 24-hour and 72-hour neutrophils but higher than that of control splenic neutrophils (Supplemental Figure S6D, http://links.lww.com/HC9/A915). 

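Of the genes of Supplemental Figure S6A and S6B, Cox8a had mean log2 CPM of 2.42 in control splenic neutrophils, 1.11 at 24 hours and 2.74 at 72 hours, and Tbrg4 had 6.10, 3.62 and 4.86. Rpl29 had 3.44, 1.10 and 2.68. The genes of these panels all differed across the 3 groups after adjustment over the 30 genes of the figure (exact Kruskal-Wallis test over 27720 assignments), with adjusted p-values from 0.0163 for Rpl29 to 0.0444 for Cox6a2, and in total 27 of the 30 genes did. The test across 3 groups does not say which group differs.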

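Relb (ENSMUSG00000002983.17, chromosome 7 of GRCm38 from 19606217 to 19629438) had 4.08 ± 2.12 (SD, n = 3) normalized CPM in control splenic neutrophils, 15.3 ± 5.64 (SD, n = 4) in 24-hour and 7.12 ± 4.90 (SD, n = 5) in 72-hour neutrophils. Its log2 fold change at 24 hours was 1.92 (standard error 0.59, edgeR adjusted p = 0.0397), and 5 of the 12 fits that each left out 1 library put the adjusted p above 0.05, up to 0.157. Its 72-hour level was not separated from the 24-hour level (log2 difference -1.06, edgeR adjusted p = 0.205). Nfkb2 (ENSMUSG00000025225.14, chromosome 19 from 46304320 to 46312385) had 28.2 ± 4.97 (SD, n = 3), 60.7 ± 9.69 (SD, n = 4) and 30.2 ± 8.74 (SD, n = 5) normalized CPM, a log2 fold change of 1.11 at 24 hours (standard error 0.31, edgeR adjusted p = 0.0234) and 0.11 at 72 hours (edgeR adjusted p = 0.918). The 24-hour call was lost in 4 of the 12 fits that left out 1 library, with adjusted p-values of up to 0.0773. Nfkb2 shares 531 exon bases with genes on the opposite strand, so its counts can hold reads of those genes. Its values at 24 and 72 hours may therefore not describe the Nfkb2 transcript alone.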

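Ccl3 (ENSMUSG00000000982.5, chromosome 11 of GRCm38 from 83647844 to 83649355) had 75.5 ± 50.5 (SD, n = 3) normalized CPM in control splenic neutrophils, 837 ± 234 (SD, n = 4) at 24 hours and 785 ± 543 (SD, n = 5) at 72 hours. The log2 fold change was 3.46 at 24 hours (standard error 0.58, edgeR adjusted p = 5.1e-04) and 3.37 at 72 hours (standard error 0.57, edgeR adjusted p = 6.3e-04). Ccl4 (ENSMUSG00000018930.3, chromosome 11 from 83662584 to 83664683) had 0 or 1 counts in each spleen library, and 13 to 30 counts at 24 hours and 6 to 60 at 72 hours. Taken against the count floor, it was at least 10.1-fold higher at 24 hours and at least 10.2-fold higher at 72 hours. Between 72-hour and 24-hour neutrophils no difference was detectable for Ccl3 (log2 difference -0.09, standard error 0.44, edgeR adjusted p = 0.934) or for Ccl4 (0.05, standard error 0.47, edgeR adjusted p = 0.971). The 72-hour libraries were split as on the second principal component. Ccl3 had 991 to 1342 normalized CPM in 72-hour replicates 1, 2 and 3. Replicates 4 and 5 had 206 and 204, below every 24-hour library (592 to 1051). Ccl4 had 17.6 to 22.2 in 72-hour replicates 1, 2 and 3 and 4.17 and 6.49 in replicates 4 and 5. Its 24-hour libraries lay between 8.20 and 19.7. The lack of a difference in the means therefore does not show like levels. Neither gene has an annotated gene on the opposite strand.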

The proinflammatory signature of 24-hour neutrophils is underscored by overexpression of *Il12a* and to a lesser extent *Tnf* genes (encoding for the proinflammatory cytokines IL-12 and TNF, respectively). 

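Il12a (ENSMUSG00000027776.12, chromosome 3 of GRCm38 from 68690644 to 68698547) had 0.638 ± 0.740 (SD, n = 3) normalized CPM in control splenic neutrophils, 20.8 ± 6.30 (SD, n = 4) at 24 hours and 4.88 ± 3.85 (SD, n = 5) at 72 hours, from 0 to 4 counts in the spleen libraries. The log2 fold change was 4.92 at 24 hours (standard error 0.78, edgeR adjusted p = 2.8e-04) and 2.92 at 72 hours (standard error 0.80, edgeR adjusted p = 0.0251), and 72-hour neutrophils were below 24-hour neutrophils by a log2 difference of -2.0 (standard error 0.50, edgeR adjusted p = 0.0257), a call lost in 5 of the 12 fits that each left out 1 library, with adjusted p-values of up to 0.0742. The 72-hour call was lost without spleen replicate 1, spleen replicate 3 or 72-hour replicate 2, with edgeR adjusted p-values of up to 0.107. Tnf (ENSMUSG00000024401.14, chromosome 17 from 35199381 to 35202007) had 5.86 ± 3.33 (SD, n = 3), 20.3 ± 13.4 (SD, n = 4) and 11.3 ± 3.27 (SD, n = 5) normalized CPM. Its log2 fold change at 24 hours was 1.82 (standard error 0.56, edgeR adjusted p = 0.0411), the groups overlapped, and 7 of the 12 fits that each left out 1 library put the adjusted p above 0.05, up to 0.147. Under limma-voom the adjusted p was 0.0867. At 72 hours Tnf had a log2 fold change of 0.99 (edgeR adjusted p = 0.370).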

Intriguingly, we observed significantly high expression of *Il1b* gene encoding for IL-1β, a cytokine known for its angiogenic properties, in 72-hour neutrophils (Supplemental Figure S6D, http://links.lww.com/HC9/A915). These cells also exhibited expression of *Ptgs2* (*Cox-2*) or *Fgg* genes, further highlighting their angiogenic signature (Supplemental Figure S6E, http://links.lww.com/HC9/A915). 

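Il1b (ENSMUSG00000027398.13, chromosome 2 of GRCm38 from 129364570 to 129371139) had 154 ± 21.6 (SD, n = 3) normalized CPM in control splenic neutrophils, 207 ± 60.8 (SD, n = 4) at 24 hours and 678 ± 349 (SD, n = 5) at 72 hours. The log2 fold change against control was 2.14 at 72 hours (standard error 0.33, edgeR adjusted p = 2.7e-04) and 0.43 at 24 hours (standard error 0.32, edgeR adjusted p = 0.425). The difference between 72-hour and 24-hour neutrophils was 1.71 (standard error 0.29, edgeR adjusted p = 0.00223), and every 72-hour library lay above every 24-hour library. Il1b shares 25 exon bases with the antisense gene Il1bos. Il1bos, chosen after its values were seen, had 597 ± 28.3 (SD, n = 3) normalized CPM in control splenic neutrophils, 2188 ± 827 (SD, n = 4) at 24 hours and 2399 ± 289 (SD, n = 5) at 72 hours. Its log2 fold change against control was 1.87 at 24 hours (standard error 0.25, edgeR adjusted p = 6.6e-05) and 2.01 at 72 hours (standard error 0.25, edgeR adjusted p = 2.0e-05), and it did not differ between the time points (0.13, standard error 0.21, edgeR adjusted p = 0.764).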

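Ptgs2 (ENSMUSG00000032487.8, chromosome 1 of GRCm38 from 150100031 to 150108227) had 3.87 ± 1.70 (SD, n = 3) normalized CPM in control splenic neutrophils, 82.1 ± 51.5 (SD, n = 4) at 24 hours and 371 ± 246 (SD, n = 5) at 72 hours. It was higher than control at 24 hours (log2 fold change 4.41, standard error 0.61, edgeR adjusted p = 8.0e-05) and at 72 hours (6.59, standard error 0.65, edgeR adjusted p = 1.2e-06), and higher at 72 than at 24 hours (2.19, standard error 0.43, edgeR adjusted p = 0.00718). Fgg (ENSMUSG00000033860.13, chromosome 3 from 83007724 to 83015049) had 0 counts in every spleen and 24-hour library and 2 to 8 counts in the 72-hour libraries, or 2.24 ± 0.711 (SD, n = 5) normalized CPM. Taken against the floor of 3 counts, it was at least 1.61-fold higher at 72 hours than in control neutrophils (edgeR adjusted p = 0.0410), and 6 of the 12 fits that each left out 1 library put that p above 0.05, up to 0.155. Fgg shares 115 exon bases with Gm30097 on the opposite strand. The paper states that Il12a and Tnf underscore a proinflammatory signature at 24 hours and that Ptgs2 or Fgg highlight an angiogenic signature at 72 hours, beside its enrichment and network analyses.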

Finally, we validated the results using quantitative RT-PCR comparing changes in the expression of 6 representative genes selected based on their functions—*Atf3*, *Fgg*, *Il1b*, *Ptgs2*, *Tnf*, and *Vegfa*. Expression patterns revealed by quantitative RT-PCR were comparable with RNA-seq results (Supplemental Figure S7, http://links.lww.com/HC9/A915).

### Gene Ontology: Biological Processing analysis based on GSEA reveals distinct enrichment of genes in 24-hour versus 72-hour neutrophils

To better dissect similarities and differences in the functional enrichment of gene sets in both neutrophil subsets as compared to control, we employed the Gene Ontology: Biological Processing analysis to evaluate a variety of biological responses. Based on the GSEA results, lists of functional gene sets (gene set size >10 genes; FDR<0.2) were generated. In total, 147 and 205 enriched pathways were detected for 24-hour and 72-hour liver neutrophils, respectively, as compared to controls (Supplemental Tables S6, S7, http://links.lww.com/HC9/A918, http://links.lww.com/HC9/A919). Enrichment maps were constructed to systematically visualize the enriched pathways as networks, thus allowing visual classification of gene sets from 24-hour neutrophils (Figure 4A) and 72-hour neutrophils (Figure 4B). Clusters associated with neutrophil chemotaxis and the response to lipids were enriched in both populations. On the other hand, the energy metabolism and protein translation gene sets were only enriched in 24-hour neutrophils, while angiogenesis and response to IL17 gene sets were only enriched in 72-hour neutrophils. These results are consistent with the data from the functional analysis based on DEG lists described above (Supplemental Figure S3, http://links.lww.com/HC9/A915 and S4, http://links.lww.com/HC9/A915).

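Gene ontology sets were not tested here. Lists of genes taken from the paper's figures gave the following for electron transport: the mean log2 fold change of 86 tested genes was -1.18 at 24 hours (limma camera adjusted p = 0.00376) and -0.23 at 72 hours (limma camera adjusted p = 0.540). A list past the threshold at 24 hours only is not thereby shown to differ between the time points. The direct comparison of 72-hour with 24-hour neutrophils gave 0.94 for this list (limma camera adjusted p = 0.00381). Neither value held when the correlation between genes was estimated from the data (both limma camera adjusted p = 0.331), and both held under fry. Without spleen replicate 2 the 24-hour mean was -0.95 with a camera adjusted p of 0.0685 from limma.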

**FIGURE 4:**
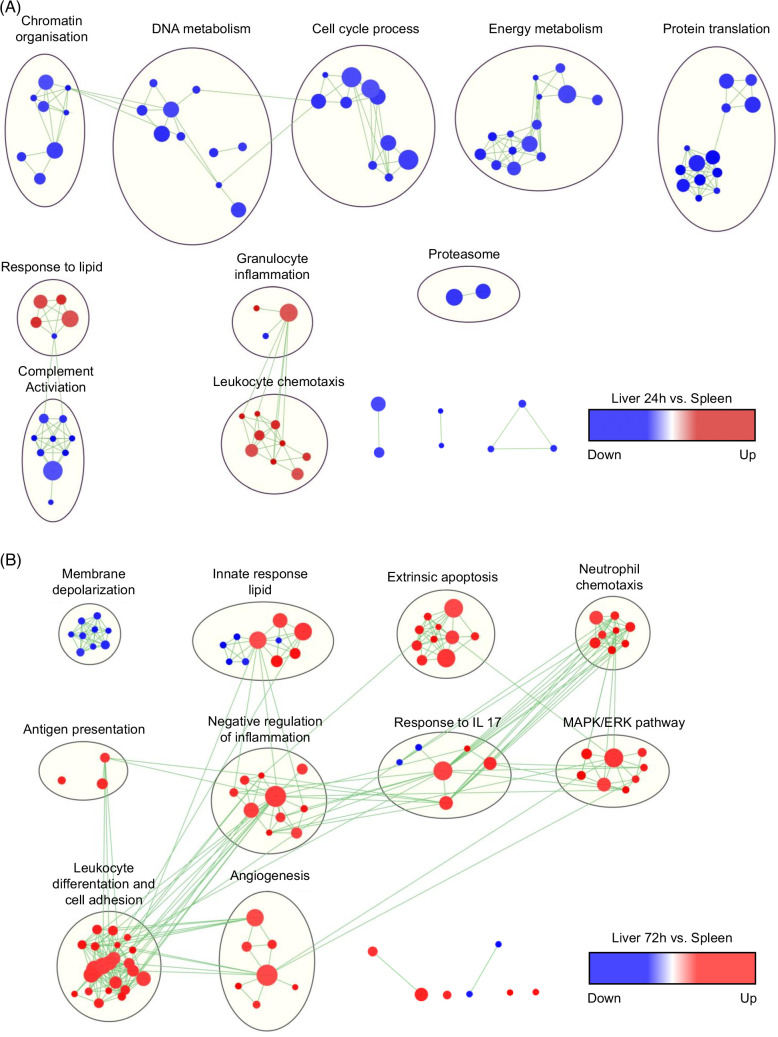
Gene set enrichment analysis demonstrates functionally distinct 24-hour and 72-hour postinjury liver neutrophils. (A) Enrichment maps of Liver 24-hour versus spleen and (B) liver 72-hour versus spleen. Gene set enrichment analysis was used to obtain enriched gene ontology terms in the biological process database, that were visualized using the Enrichment Map plug-in for Cytoscape (gene set size >10 genes, false discovery rate <0.2). Each node represents a gene ontology term, similar nodes were clustered together using the AutoAnnotate tool and connected by edges with the number of known interactors between the nodes being represented by the thickness of edges. Node color gradient represents the normalized enrichment scores. The size of each node denotes the gene set size for each specific node gene ontology term. Abbreviations: ERK, extracellular signal-regulated kinase; MAPK, mitogen-activated protein kinase.

In order to validate our observations obtained using spleen neutrophils as controls, we compared our data set to a recently published mouse neutrophil data set (GSE180824), containing 7 naive mouse liver neutrophil samples,^14^ hereinafter termed 0-hour neutrophils. DEG analysis confirmed the upregulation of the above-described genes, including *cxcr5* and *cxcr4* in 24-hour and 72-hour neutrophils, respectively (Supplemental Tables S8, S9, http://links.lww.com/HC9/A920, http://links.lww.com/HC9/A921). GSEA revealed similar pathways significantly enriched in 24-hour or 72-hour neutrophils when compared to 0-hour neutrophils as the ones described with the comparison to spleen neutrophils and ranking within the top 10 for this new analysis (Supplemental Figure S8, http://links.lww.com/HC9/A915). Notably, pathways such as “cytoplasmic translation” were negatively enriched in 24-hour versus 0-hour neutrophils (Supplemental Table S10, http://links.lww.com/HC9/A922). On the other hand, pathways like “response to IL-17,” “antigen processing and presentation,” and “cell migration involved in sprouting angiogenesis” were distinctively positive in the 72-hour versus 0-hour neutrophils (Supplemental Table S11, http://links.lww.com/HC9/A923).

In summary, 24-hour neutrophils exhibited an inflammatory profile with the upregulation of genes and pathways associated with response to wounding, inflammatory cytokines, and the noncanonical NF-κB pathway while the 72-hour neutrophils exhibited an angiogenic profile with the upregulation of genes associated with angiogenesis and tissue repair.

### 24-hour neutrophils show reduced protein translation

We observed the downregulation of several genes involved in protein translation in 24-hour neutrophils. These genes encode ribosomal proteins and translation initiators, such as *Eif5* (Figure 5A, Supplemental Figures S5A and S6B, http://links.lww.com/HC9/A915, http://links.lww.com/HC9/A918). 

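The 77 ribosomal protein genes of Figure 5A were read as 1 list, of which 76 passed the filter. In 24-hour neutrophils 67 of the 76 were lower than in control splenic neutrophils and the mean log2 fold change was -1.39 (limma camera adjusted p = 9.2e-07, with its preset correlation between genes). The median over all tested genes was -0.23 in the same comparison. With genes at the count floor set to their bounds, the mean of the list was -1.07. Over all genes tested 17 of the list were called lower, and adjusted over the list alone 27 were. In 72-hour neutrophils the mean was -0.18 (limma camera adjusted p = 0.990), and 72-hour neutrophils lay above 24-hour neutrophils by a mean of 1.21 (limma camera adjusted p = 6.7e-09). The 24-hour result and the difference between the time points held under fry and neither held when the correlation between genes was estimated from the data (limma camera adjusted p = 0.291 and 0.223).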

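The 12 ribosomal protein genes boxed in Figure 5A are those the study called lower at 24 hours in these libraries, so that 11 of them called lower at 24 hours here is no separate test; 1 was called lower at 72 hours. Rpl9 (ENSMUSG00000047215.14, chromosome 5 of GRCm38 from 65388364 to 65391444) fell from 34.3 ± 13.4 (SD, n = 3) to 5.20 ± 2.15 (SD, n = 4) normalized CPM, a log2 fold change of -2.69 (standard error 0.44, edgeR adjusted p = 4.2e-04), and had 23.1 ± 9.64 (SD, n = 5) at 72 hours. Rps24 had 0 or 1 counts in each 24-hour library and was at least 3.05-fold lower than in control neutrophils. Fau had a log2 fold change of -1.59 (standard error 0.37, edgeR adjusted p = 0.00755), which fell below the threshold without spleen replicate 1 (-1.26, edgeR adjusted p = 0.0683). Eif5 (ENSMUSG00000021282.16, chromosome 12 from 111538016 to 111546752), which encodes a translation initiation factor, had 87.0 ± 14.1 (SD, n = 3) normalized CPM in control, 52.9 ± 11.6 (SD, n = 4) in 24-hour and 96.3 ± 14.3 (SD, n = 5) in 72-hour neutrophils. Every 24-hour library lay below every control library, but the log2 fold change of -0.71 was not past the threshold (standard error 0.25, edgeR adjusted p = 0.0752); it was under DESeq2 (adjusted p = 0.0409). Eif5 was higher at 72 than at 24 hours (0.86, standard error 0.23, edgeR adjusted p = 0.0329), a call lost in 7 of the 12 fits that each left out 1 library, with adjusted p-values of up to 0.0967. Spleen replicate 3 had a mean of 2.62 log2 CPM over the list, against 3.77 and 3.75 in the other spleen libraries.

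**Figure D1:**
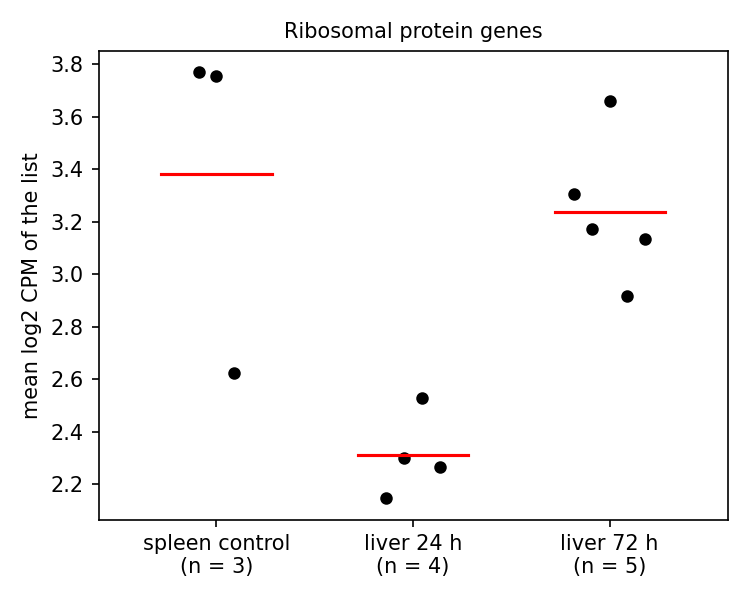
Mean log2 CPM of the ribosomal protein gene list in each library (vertical axis) by group (horizontal axis). Each point is 1 library and each red line is the mean of its group; the 24-hour libraries lie between 2.15 and 2.53, the 72-hour libraries between 2.92 and 3.66, and the spleen libraries between 2.62 and 3.77.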

For functional validation, we performed a puromycin incorporation assay to quantify newly synthesized proteins. Upon treatment with puromycin (Figure 5B, C), we observed significantly lower labeling in 24-hour neutrophils (*p* = 0.0353), reflecting a lower number of nascent polypeptides as compared to control splenic neutrophils. There was a trend of reduced translational capacity in 72-hour neutrophils as well, but results were not statistically significant when compared to control. In the presence of puromycin + cycloheximide (an inhibitor of eukaryotic translation elongation) used as a negative control, we observed repression of protein translation in the 3 neutrophil groups tested. These results confirm and validate, at the functional level, the reduction of protein translation in 24-hour neutrophils.

**FIGURE 5:**
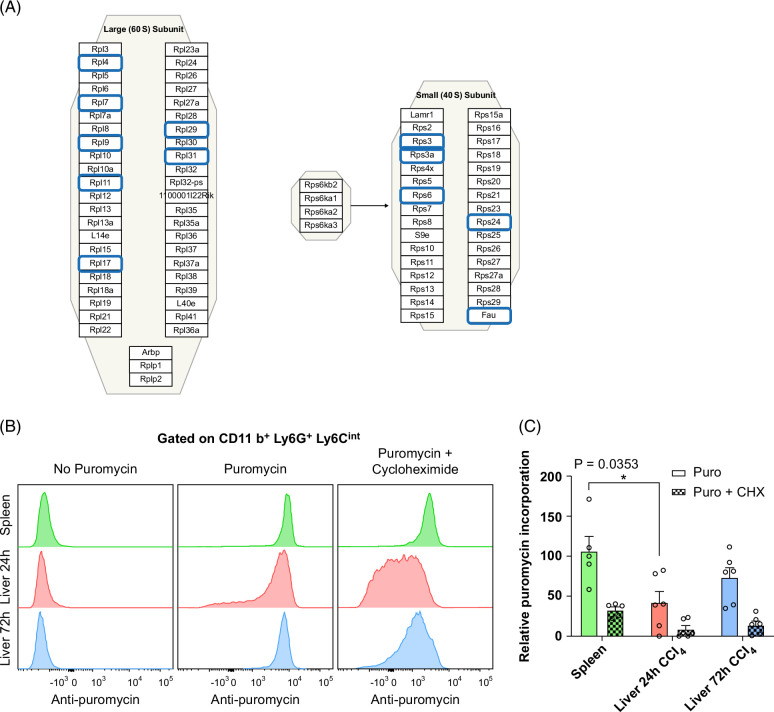
Neutrophils from 24 hours after injury exhibit a reduction in protein translation. (A) Cytoplasmic ribosomal proteins involved in translation for *Mus musculus from Wikipathways.* Ribosomal protein genes boxed in blue represent significant downregulated DEGs in the comparison Liver 24-hour versus Spleen. https://www.wikipathways.org/pathways/WP163.html. (B) Representative histograms for isolated neutrophil populations treated with puromycin (10 µg/mL) or puromycin (10 µg/mL) + CHX (100 µg/mL). (C) Relative puromycin incorporation from gMFI normalized on the control condition (spleen). N = 5–6 mice per group. Data are shown as mean±SEM. Statistical analysis was performed using one-way ANOVA on ranks and Dunn’s Multiple Comparison Test. *p<0.05. Abbreviations: CCl_4_, carbon tetrachloride; CHX, cycloheximide.

### Altered mitochondrial metabolism in 24-hour neutrophils

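Of 101 electron transport chain genes read from Figure 6A, 86 passed the filter, and 69 of the 86 were lower in 24-hour than in control splenic neutrophils. Many of them had few counts. With genes at the count floor set to their bounds, the mean log2 fold change was -0.40. Over all genes tested 6 were called lower and 2 higher, and adjusted over the list alone 7 and 2 were. The mean over the list was 2.79 ± 0.409 (SD, n = 3) log2 CPM in control, 2.13 ± 0.0574 (SD, n = 4) in 24-hour and 2.65 ± 0.135 (SD, n = 5) in 72-hour neutrophils. Every 24-hour library lay below every other library, with a highest value of 2.20 against a lowest of 2.32 in the spleen. The list holds 35 genes with an annotated gene on the opposite strand.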

We observed an overall reduction in energy metabolism and mitochondrial respiration in 24-hour neutrophils (Figure 4A, Supplemental Figure S6A, http://links.lww.com/HC9/A918). 

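Across the 12 libraries, the mean Z score of the 24-hour libraries was below -0.5 for 45 of the 86 tested genes, above 0.5 for 7 and between these limits for 34, with a median of -0.58.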

We also observed reduced expression of genes involved in the electron transport chain and oxidative phosphorylation (Figure 6A), and thus energy production. This finding suggested that 24-hour neutrophils shifted their metabolism from a high energy–demanding status using mitochondrial respiration to a glycolytic-based rapid ATP production. To validate this hypothesis, we investigated the neutrophil mitochondrial function using flow cytometry staining based on mitochondrial mass (MitoTracker Green probe) and mitochondrial membrane potential (ΔΨm; MitoTracker Red probe). We gated on live 24-hour and 72-hour neutrophils (CD11b^+^Ly6G^+^Ly6C^int^) where mitochondria were considered functional in MitoTracker Green^high^/MitoTracker Red^high^ cells and dysfunctional in MitoTracker Green^high^/Mitotracker Red^low^ ones. Compared to other populations, 24-hour neutrophils exhibited a higher proportion of cells with dysfunctional mitochondria (*p* = 0.0487) (Figure 6B, C). Furthermore, the Mito Stress Test performed on FACS-sorted neutrophils demonstrated significantly lower basal and maximal mitochondrial oxygen consumption rate in 24-hour neutrophils as compared to 72-hour neutrophils (Figure 6D, E). Finally, analysis of extracellular acidification rates (ECAR), a measurement related to the production of lactic acid and therefore the glycolytic rate, revealed that oxygen consumption rate/ECAR ratios of 24-hour neutrophils were lower than those of 72-hour neutrophils (Figure 6F), suggesting a lower propensity for mitochondrial function as opposed to glycolysis to meet energy demands. In summary, 24-hour neutrophils exhibited altered mitochondrial metabolism with a shift toward glycolysis.

**FIGURE 6:**
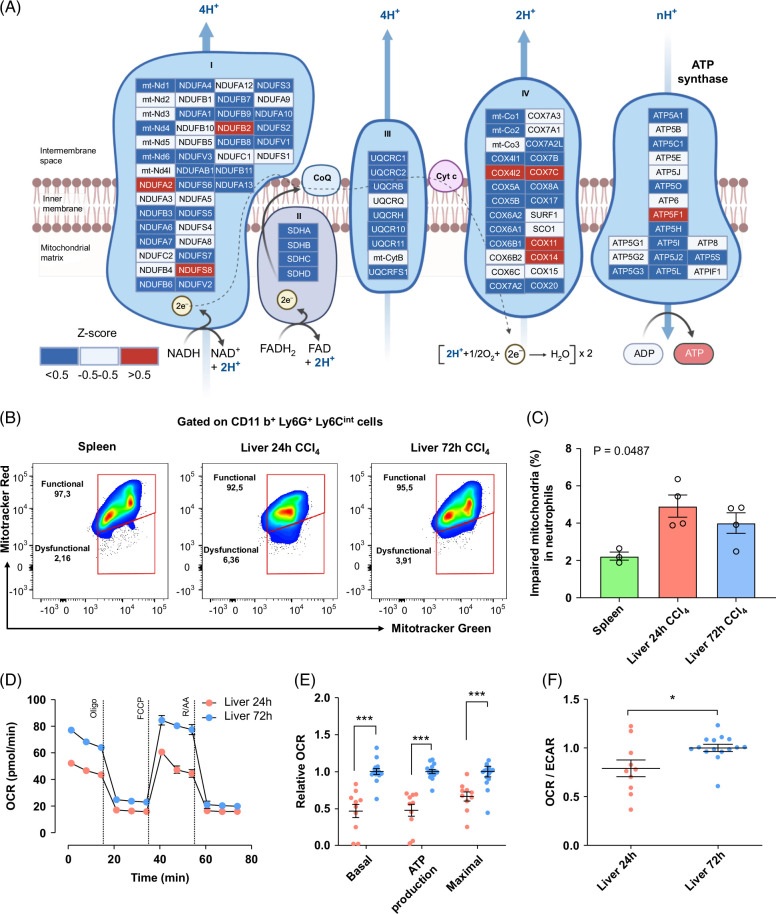
Neutrophils from 24 hours after injury exhibit a reduction in mitochondrial functionality. (A) Electron transport chain activity of 24-hour neutrophils based on mRNA expression. The relative gene expression levels of electron transport chain were calculated by Z score based on the gene expression of all samples included in the study. Colored nodes represent gene expression Z score in early neutrophils (blue = low, gray = no change, and red = high). The edges represent different types of protein interactions. (B) Representative density plots of mitochondrial membrane potential in neutrophils stained with the mitochondrial probes Mitotracker Green and Mitotracker Red analyzed by flow cytometry. (C) Quantification of the percentage of dysfunctional mitochondria in the different neutrophil subtypes. N = 3–4 mice per group. Data are shown as mean±SEM. Statistical analysis was performed using One-way ANOVA on ranks and Dunn Multiple Comparison Test. *p<0.05. (D) Representative mitochondrial stress test in 24-hour and 72-hour liver neutrophils (oligomycin 2  µM, FCCP 0.5  µM, and Rot/AA 0.5 µM) analyzed by an XFe96 Extracellular Flux Analyzer. (E) Mitochondrial basal and maximal and ATP-linked respiration are quantified from 3 independent experiments. N = 12 mice per group. Data are shown as mean±SEM. Statistical analysis was performed using Mann-Whitney *U* test. ***p<0.001 (F) OCR/ECAR ratios of 24-hour and 72-hour neutrophils. Data were analyzed by Mann-Whitney *U* test. *p<0.05. Abbreviations: CCl_4_, carbon tetrachloride; COX, cyclooxygenase; ECAR, extracellular acidification rate; FAD, flavin adenin dinucleotide; FADH_2_, dihydroflavin adenin dinucleotide; FCCP, carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone; OCR, oxygen consumption rate.

### 24-hour neutrophils exhibit high ROS production

Recruitment of neutrophils to sites of injury and their inflammatory properties correlate with increased ROS production. ROS disrupts cellular homeostasis via altering mitochondrial functions and lipid, protein, and nucleic metabolism while sustaining proinflammatory signals.^15^ We quantified intracellular ROS production using the fluorescent probe CM-2′,7′-Dichlorodihydrofluorescein diacetate. A representative staining is presented in Figure 7A. 24-hour neutrophils were the main ROS-producing population (Figure 7B). Intracellular ROS was significantly reduced in 72-hour neutrophils during repair. In the presence of phorbol 12-myristate 13-acetate, used as a positive control, all neutrophil populations exhibited increased ROS production (Figure 7A, C). To further confirm the specificity of our results, we evaluated ROS in all intrahepatic leukocytes. ROS was produced primarily by myeloid cells, predominantly neutrophils (Figure 7D). These observations demonstrate that 24-hour neutrophils are significant producers of ROS, concomitant with their assigned signature as proinflammatory neutrophils.

**FIGURE 7:**
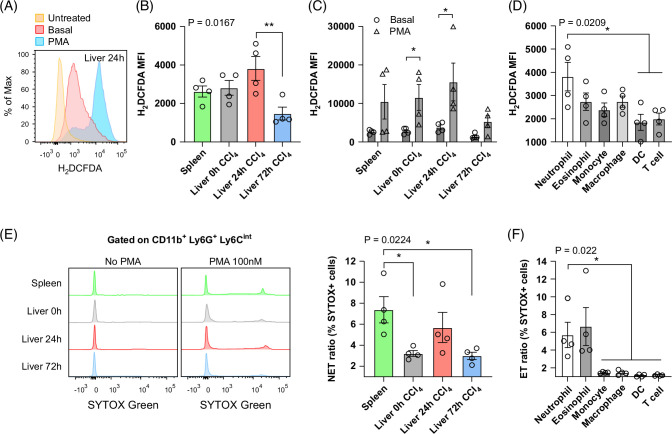
Neutrophils from 24 hours after injury produce high levels of reactive oxygen species (ROS) and are prone to NETosis. (A) Representative flow cytometry analysis of CM-H2DCFDA (5 µM) staining for ROS in 24-hour neutrophils post-carbon tetrachloride (CCl_4_) injury treated or not with PMA (50 nM). (B) Flow cytometry analysis of CM-H2DCFDA staining for baseline ROS in neutrophil populations. (C) Flow cytometry analysis of CM-H2DCFDA staining for ROS in neutrophil populations treated with or without PMA. Statistical analysis was performed using Mann-Whitney test. *p<0.05. (D) Flow cytometry analysis of CM-H2DCFDA staining for baseline ROS in intrahepatic leukocytes at 24 hours post-CCl_4_ injury. N = 4 mice per group. Data are shown as mean±SEM. Statistical analysis was performed using one-way ANOVA and Dunn Multiple Comparison Test. *p<0.05, **p<0.01. (E) Representative histograms (left) and NET ratio (right) from SYTOX green+ neutrophils isolated from spleen, liver 0 hours, 24 hours, and 72 hours post-CCl4 injury treated with or without PMA 100 nM and analyzed by flow cytometry. The NET ratio is calculated as induction of NETosis: (% SYTOX Green+ PMA/% of control). (F) ETs induction in intrahepatic leucocytes at 24 hours post-CCl_4_ injury. N = 4 mice per group. Data are shown as mean±SEM. Statistical analysis was performed using one-way ANOVA and Dunn Multiple Comparison Test. *p<0.05, **p<0.01. Abbreviations: DC, dendritic cell; ET, extracellular traps; H_2_DCFDA, 2′,7′-Dichlorodihydrofluorescein diacetate; MFI, mean fluorescence intensity; NET, neutrophil extracellular trap; PMA, phorbol 12-myristate 13-acetate.

### 24-hour neutrophils are prone to phorbol 12-myristate 13-acetate-induced NETosis

Because activated neutrophils can potently produce neutrophil extracellular traps (NETs) that are associated with poor outcomes in patients with ALI,^16^ we examined the capacity of the neutrophil populations to undergo NETosis *in vitro* upon phorbol 12-myristate 13-acetate stimulation using SYTOX green. Liver 24-hour neutrophils exhibited the highest capacity to generate NETs (Figure 7E). This level of NETs was comparable to spleen neutrophils, known for their efficient NETosis.^17^ To confirm the specificity of our assay, we quantified extracellular traps in other populations of intrahepatic leukocytes or spleen. As expected, only hepatic neutrophils and eosinophils were able to generate extracellular traps^18^ (Figure 7F).

### Distinct CXCLs/CXCRs signaling axes in 24-hour versus 72-hour neutrophils

Next, we investigated the liver gene expression of several neutrophil-recruiting chemokines and their respective receptors on the neutrophil surface. First, we examined the expression of *Cxcr2*, the key receptor usually implicated in neutrophil migration and recruitment. It was strongly expressed; however, there was no difference in the expression levels between 24-hour, 72-hour, and control neutrophil populations (Supplemental Figure S6F, http://links.lww.com/HC9/A915). 

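Cxcr2 (ENSMUSG00000026180.8) lies on chromosome 1 of GRCm38 from 74153989 to 74161246, with no annotated gene on the opposite strand. It had 327 ± 41.8 (SD, n = 3) normalized CPM in control splenic, 318 ± 151 (SD, n = 4) in 24-hour and 375 ± 81.2 (SD, n = 5) in 72-hour neutrophils. No difference from control was detectable at 24 hours (log2 fold change -0.04, standard error 0.29, edgeR adjusted p = 0.954) or at 72 hours (0.19, standard error 0.28, edgeR adjusted p = 0.826), nor between the time points (0.23, standard error 0.26, edgeR adjusted p = 0.650). The sign of the 24-hour value changed in 3 of the 12 fits that each left out 1 library.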

We next quantified the intrahepatic gene expression of three C-X-C chemokine receptor 2 (CXCR2) ligands: *Cxcl1*, *Cxcl2*, and *Cxcl5*. We observed an upregulation of *Cxcl1* and *Cxcl2* at 12 hours right before the recruitment of the first wave (24 hours) of neutrophils during necroinflammation (Supplemental Figure S9A, B, http://links.lww.com/HC9/A915). Interestingly, these chemoattractants are known for their recruitment of pathological neutrophils associated with liver damage and are targets of therapeutic strategies.^19,20^ On the other hand, the second wave (72 hours) of neutrophils was temporally associated with increased expression of *Cxcl5* and almost baseline levels of *Cxcl1* and *Cxcl2* (Supplemental Figure S9C, http://links.lww.com/HC9/A915).

In search of markers that can discriminate between 24-hour and 72-hour neutrophils, we examined gene expression of immune surface receptors that were differentially expressed in these 2 populations (Supplemental Figure S6F, http://links.lww.com/HC9/A915). 

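Of the other receptor genes of Supplemental Figure S6F, Tlr2 had mean log2 CPM of 3.83 in control splenic, 5.03 in 24-hour and 5.31 in 72-hour neutrophils, with an adjusted p of 0.0216 across the 3 groups (exact Kruskal-Wallis test over 27720 assignments). The same exact test gave an adjusted p of 0.00902 for both Cxcr4 and Cxcr5.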

We observed strong expression of *Cxcr5* in 24-hour neutrophils (Figure 3C, D, Supplemental Figure S6F, http://links.lww.com/HC9/A915). In contrast, 72-hour neutrophils exhibited upregulation of *Cxcr4*, recognized as a neutrophil marker with angiogenic properties.^21,22^ 

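Cxcr5 (ENSMUSG00000047880.14) lies on chromosome 9 of GRCm38 from 44511787 to 44561877. It had 77.3 ± 25.8 (SD, n = 3) normalized CPM in control splenic, 626 ± 193 (SD, n = 4) in 24-hour and 164 ± 65.9 (SD, n = 5) in 72-hour neutrophils. The log2 fold change against control was 3.02 at 24 hours (standard error 0.36, edgeR adjusted p = 1.8e-05). At 72 hours it was 1.08 (standard error 0.33, edgeR adjusted p = 0.0573), which passed the threshold under DESeq2 (adjusted p = 0.0455) and without 72-hour replicate 3 (1.25, edgeR adjusted p = 0.0170), but not under limma-voom (adjusted p = 0.0971). Compared directly, 72-hour neutrophils lay below 24-hour neutrophils by a log2 difference of -1.94 (standard error 0.29, edgeR adjusted p = 0.00144). In the annotation, 110 exon bases of Cxcr5 overlap exons of Bcl9l on the opposite strand, so its counts can hold reads of both genes.

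**Figure D2:**
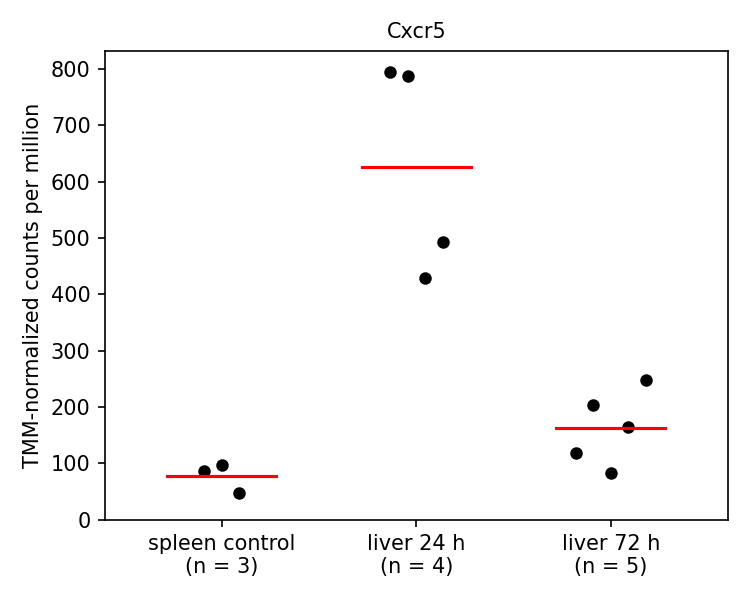
Normalized CPM of Cxcr5 in each library (vertical axis) by group (horizontal axis). Each point is 1 library and each red line is the mean of its group; the 24-hour libraries lie between 429 and 795, above all others, and the 72-hour libraries between 82.9 and 249.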

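Cxcr4 (ENSMUSG00000045382.6, chromosome 1 of GRCm38 from 128588199 to 128592293) had 54.4 ± 3.62 (SD, n = 3) normalized CPM in control splenic, 36.7 ± 22.5 (SD, n = 4) in 24-hour and 125 ± 41.2 (SD, n = 5) in 72-hour neutrophils. It was higher at 72 hours than in control neutrophils (log2 fold change 1.21, standard error 0.35, edgeR adjusted p = 0.0460), a call lost in 8 of the 12 fits that each left out 1 library, with adjusted p-values of up to 0.188 and a fold change from 0.99 to 1.32. The difference from 24-hour neutrophils was larger (1.78, standard error 0.33, edgeR adjusted p = 0.00438) and passed the threshold in all 12 of those fits. At 24 hours the log2 fold change against control was -0.57 (standard error 0.36, edgeR adjusted p = 0.325).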

To validate the use of these two receptors as phenotypic markers, we examined the surface expression of CXCR4 and CXCR5 on 24-hour and 72-hour neutrophils by flow cytometry. We observed an increased expression of CXCR4 on 72-hour neutrophils as compared to 24-hour neutrophils (*p* = 0.0044) (Figure 8A). Although CXCR4^+^ neutrophils were mainly detectable at 72 hours post-CCl_4_, they only represented about 10% of the total neutrophils at this time point (Figure 8A). In contrast, we could barely detect CXCR5 on the surface of neutrophils from the different time points (0.35%–0.55%, *p* = 0.27) using an anti-mouse CXCR5 antibody targeting the N-terminus of the receptor (Figure 8B), which was in contradiction with our transcriptomic analysis (Supplemental Figure S6F, http://links.lww.com/HC9/A915). To determine if the inability to detect surface expression of CXCR5 was due to the expression of a different isoform, we extracted the *Cxcr5* sequence expressed by neutrophils from our RNA-seq data and aligned it to the *Cxcr5* sequence from NCBI (NCBI Reference Sequence: NP_031577.2). We found a deletion of 165 nucleotides in the N-terminal region as compared to the *Cxcr5* sequence from NCBI corresponding to a protein that is 55 aa shorter (Figure 8C, D). The presence of a short isoform of the CXCR5 protein was previously reported on human blood monocytes, but not in mice. We then used another anti-CXCR5 antibody targeting the conserved C-terminal region present in both isoforms and observed significantly increased expression of CXCR5 on 24-hour neutrophils as compared to control liver (0 hour) or spleen (*p* = 0.0036) (Figure 8E).

**FIGURE 8:**
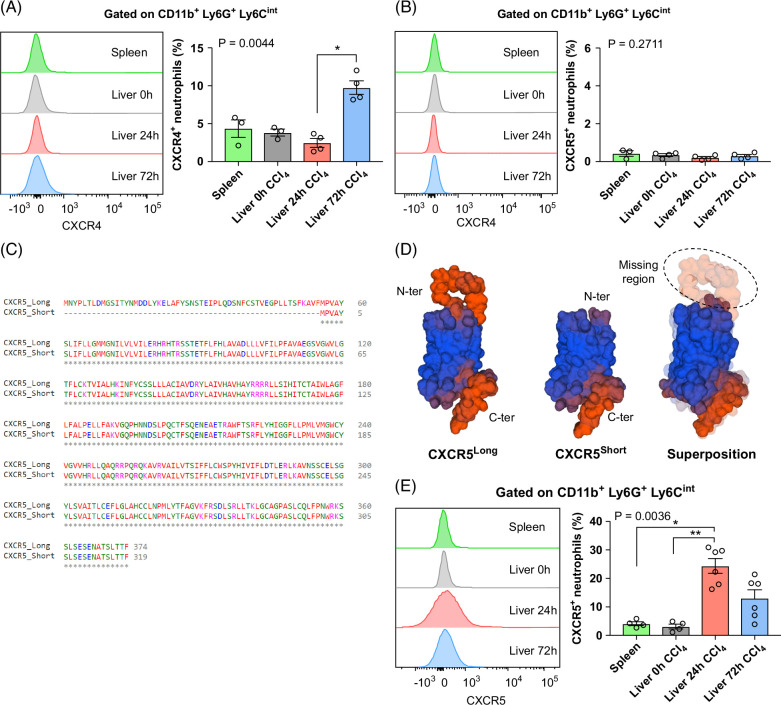
CXCR4 and CXCR5 markers distinguish recruitment signals of 24-hour versus 72-hour postinjury liver neutrophils. (A) Representative histograms and frequencies of CXCR4^+^ neutrophils isolated from spleen, liver 0 hours, 24 hours, and 72 hours post-CCl_4_. N = 4 mice per group. (B) Representative histograms and frequencies of CXCR5^+^ neutrophils using clone 2G8 (N-ter) isolated from spleen, liver 0 hours, 24 hours, and 72 hours post-CCl_4_. N = 4 mice per group. (C) Multiple sequence alignment using Clustal Omega (ClustalO) presenting the aligned sequences of short and long CXCR5 isoforms. (D) Predicted structure of short and long CXCR5 isoforms and their superposition. The local quality estimation with a chart for target by AlphaFold Model (SWISS-Modeler) is represented in blue as high confidence degree and in red as lower. (E) Representative histograms and frequencies of CXCR5^+^ neutrophils using clone C-3 (C-ter) isolated from spleen, liver 0 hours, 24 hours, and 72 hours post-CCl_4_. N = 6 mice per group. Data are shown as mean±SEM. Statistical analysis was performed using one-way ANOVA and Dunn Multiple Comparison Test. *p<0.05, **p<0.01. Abbreviations: CCl_4_, carbon tetrachloride; CXCR, C-X-C chemokine receptor.

To determine if this differential expression of chemokine receptors is linked to different chemokine signals, we evaluated the hepatic expression of genes encoding the chemokines CXCL13 and CXCL12, ligands of CXCR5 and CXCR4, respectively. *Cxcl13* peaked at 12 hours post-CCl_4_ (Supplemental Figure S9D, http://links.lww.com/HC9/A915), just before the early peak of neutrophils at 24 hours. In contrast, we observed a constant level of expression of *Cxcl12* up to 72 hours after injury when this expression dropped (Supplemental Figure S9E, http://links.lww.com/HC9/A915) coincident with the late neutrophil peak.

These findings demonstrate the differential regulation of the 2 waves of neutrophils at the chemokine level and support a different phenotypic profile for each population with preferential expression of a short isoform of CXCR5 on 24-hour neutrophils.

## DISCUSSION

In this study, we identified 2 waves of neutrophils infiltrating the liver during the wound healing response to ALI at 24 hours and 72 hours, respectively. These 2 neutrophil populations exhibited distinct transcriptomic and functional profiles. The 24-hour neutrophils were proinflammatory and the 72-hour neutrophils were prorepair.

Early 24-hour neutrophils present a proinflammatory profile as demonstrated by the upregulation of genes associated with known signatures of neutrophils in early liver injury such as the noncanonical NF-κB pathway and inflammatory cytokines such as IL12a.^23^ They also exhibited reduced protein translation and mitochondrial dysfunction consistent with their lower energy status, decreased expression of oxidative phosphorylation genes, and dysfunctional mitochondria. Indeed, differences in the activation states of immune cells dictate the metabolic machinery they use for energy production.^24^ Upon activation, immune cells require faster ATP use to sustain the production of inflammatory mediators and would thus shift to glycolysis as their energy source.

The 72-hour neutrophils exhibited a prorepair profile consistent with the findings in the thermal sterile injury model, whereby depleting neutrophils resulted in larger lesions, lower collagen deposition, delayed revascularization, and abrogated healing.^7^ The resolving signature of 72-hour neutrophils is underscored by the upregulation of the *Atf3* and *Ptgs2* genes. *Atf3* codes for the transcription factor ATF3, known for its suppressive functions in innate immune cells, modulation of proinflammatory gene expression,^25,26^ and regulation of macrophage responses.^13^ *Ptgs2* codes for cyclooxygenase-2, responsible for the conversion of arachidonic acid to prostaglandin H2 and is implicated in M1/M2 polarization and angiogenesis.^27–29^

We identified 2 surface markers that differentiate the 2 neutrophil populations. The chemokine receptor, CXCR4, was enriched on the 72-hour prorepair neutrophils. This is in line with the association of CXCR4 expression in neutrophils with angiogenesis and tissue repair.^30,31^ Using a model of neutrophil fate tracking in different tissues, Ballesteros et al^32^ identified various neutrophil states with different noncanonical functions, including vascular repair. The depletion of neutrophils in this model compromised angiogenesis.^32^ These functions were CXCR4-dependent and occurred in CXCL12-rich areas in tissues. Moreover, the CXCR4/CXCL12 receptor/ligand pair regulates the trafficking of neutrophils.^33^ Release of mature neutrophils from bone marrow is mediated by attenuation of CXCR4 signaling while re-expression of CXCR4 on neutrophils promotes the return of “aged” neutrophils to the bone marrow for clearance.^34^ Finally, in the thermal injury model, neutrophils penetrated the injury site and dismantled injured vessels while enhancing the regrowth of new ones, then re-entered the vasculature in a process termed reverse migration toward the bone marrow. Few of these transmigrating neutrophils pass by the lungs where they upregulate CXCR4 before entering the bone marrow in a CXCL12-dependent manner to undergo apoptosis.^7,35^ Interestingly, we observed decreased expression of CXCL12 in the liver after 72 hours, suggesting a mechanism to override the retention of CXCR4^+^ neutrophils and allowing their reverse migration into the circulation.

The 24-hour inflammatory mouse neutrophils expressed a short isoform of CXCR5. A similar isoform was previously described on human blood monocytes.^36^ Different chemokine receptor isoforms can lead to differential immune cell recruitment and activation.^37,38^ Limited studies have examined the role of CXCR5 on myeloid cells. CXCR5 can promote myeloid-derived suppressor cells migration toward malignant tissues and their accumulation.^39^ CXCR5 also contributed to the differentiation of the promyeloblastic cell line HL-60 into neutrophil-like cells.^40^ Additional studies are needed to understand the role of these different isoforms in neutrophil function.

It is difficult to assess whether these 2 waves of neutrophils represent different recruitment events or differentiation in situ. We cannot exclude the possibility of neutrophil differentiation within the liver in response to different stimuli during various phases of the wound healing response. However, the short half-life of neutrophils^32^ and their decline at 48 hours suggest 2 distinct recruitment events. Furthermore, several chemokines are implicated in the recruitment of neutrophils into the injured liver.^41^ The expression of different surface receptors as well as different chemokines prior to the 24-hour versus the 72-hour wave of neutrophils suggest that they are recruited in response to different signals.

Although our findings suggest heterogeneity of neutrophils during the different stages of injury and repair, the prevalence of a particular neutrophil subset at a specific phase cannot be confidently resolved by the bulk phenotyping and RNA-seq approaches we used. The isolation methods we undertook, although widely used, may have affected our capacity to detect more fragile or rare neutrophil populations. Future studies using single-cell–based approaches may allow a better assessment of the heterogeneity and trajectories of all neutrophil subpopulations.

Neutrophil heterogeneity was also reported in other models of ALI. Two neutrophil subpopulations were observed in the liver during acetaminophen-induced or thioacetamide-induced ALI, where CXCL2^+^ neutrophils exhibited a proinflammatory signature and were implicated in disease progression.^42^ Another study demonstrated that Ly6C^hi^ monocytes induce transcriptional changes in neutrophils that are associated with increased inflammatory phenotype and activity like ROS production.^43^ This inflammatory transcriptional profile was associated with proteolysis and negative regulation of metabolism,^43^ consistent with our observation of the combined inflammatory/low protein translation/low metabolic activity signature of 24-hour neutrophils. Concomitantly, the release of ROS by neutrophils promoted the conversion of proinflammatory monocytes/macrophages to proresolving macrophages, contributing to liver repair.^8,43^ Our data support this concept of intercellular cooperation among myeloid cells and with other cells such as HSCs to orchestrate tissue repair. Future studies using spatial transcriptomics can better elucidate these interactions and their timings.^44^ Finally, it would be relevant to assess neutrophil heterogeneity during chronic liver injury as it may play a beneficial role in the resolution of liver inflammation and fibrosis.^3^

Given the challenges of studying ALI in humans, the characterization of neutrophils in mouse models provides valuable mechanistic insights.^45^ Activated neutrophils were detected in the peripheral blood of patients with acetaminophen-induced ALI, but hepatic neutrophils could not be examined.^45,46^ Transcriptomic studies demonstrated intrahepatic neutrophil heterogeneity in humans, but mouse models were essential for functional studies.^47,48^ In accordance with our findings, subjects with severe alcoholic hepatitis exhibited 2 different histological phenotypes with high and low hepatic neutrophil infiltration where high neutrophils correlated with liver inflammation and disease progression.^48^ Studies in mouse models demonstrated ROS-mediated inflammatory signature of hepatic neutrophils during the binge-alcohol phase (acute stimuli to the liver),^48^ and resolving neutrophils were involved in tissue repair via miR-223.^48,49^

In conclusion, by investigating the recruitment kinetics, transcriptomic profile, and functions of different neutrophil subsets during ALI, we identified 2 populations that play distinct roles as proinflammatory or prorepair. These findings may guide the development of new interventions modulating neutrophil recruitment to the liver and improving outcomes of ALI.

## Supplementary Material

SUPPLEMENTARY MATERIAL

# Supplementary material for: Two transcriptionally and functionally distinct waves of neutrophils during mouse acute liver injury
**Source:** Hepatol Commun. 2024 Jun 19;8(7):e0459. doi: 10.1097/HC9.0000000000000459
**Supplement:** SUPPLEMENTARY MATERIAL

## **Supplementary Materials**

### **Two Transcriptionally and Functionally Distinct Waves of Neutrophils during Mouse Acute Liver Injury**

Yousef Maali<sup>1,2</sup>, Manuel Flores Molina<sup>1,2</sup>, Omar Khedr<sup>1</sup>, Mohamed N. Abdelnabi<sup>1,2</sup>,  
Jessica Dion<sup>1</sup>, Ghada S. Hassan<sup>1</sup>, Naglaa H. Shoukry<sup>1,3,\*</sup>

<sup>1</sup>Centre de Recherche du Centre hospitalier de l'Université de Montréal (CRCHUM),  
Montréal, QC, Canada.

<sup>2</sup>Département de microbiologie, infectiologie et immunologie, Université de Montréal,  
Montréal, QC, Canada.

#### **This PDF file includes:**

Extended Materials and Methods

Figs. S1 to S9

Table S1 and S3

Legends for Tables S4 to S11

#### **Other Supplementary Material for this manuscript include the following:**

Tables S4 to S11

## **Extended Materials and Methods**

### **Isolation of intrahepatic neutrophils**

Liver neutrophils were isolated from hepatic tissue through a two-step process, involving mechanical dissociation followed by enzymatic digestion. Initially, the liver was finely minced using a scalpel. The resulting dissociated tissue was suspended in cold RPMI media supplemented with 10% FBS, benzonase (Millipore Sigma, Burlington, MA, USA; 0.2 U/mL), and collagenase D (Roche, Basel, Switzerland; 0.1 mg/mL). Subsequently, the suspension was incubated at 37°C with rotational agitation for a duration of only 20 minutes. The tissue was further mechanically dissociated by passing it through a 70 µm cell strainer. The cell suspensions were subjected to 37% isotonic Percoll gradient (Millipore Sigma) centrifugation to separate RBCs and leukocytes from hepatic cells. The resulting cells were hemolyzed with ACK lysing buffer solution (Gibco) to obtain intrahepatic leukocytes (IHLs). Neutrophils were purified from liver leukocytes using the Anti-Ly-6G MicroBeads UltraPure, mouse kit (Miltenyi-Biotec, Bergisch Gladbach, Germany) following the manufacturer's instructions. The purity of the neutrophils was assessed by flow cytometry upon staining of the cell suspensions with anti-Ly6G+6C antibodies and CD11b (1).

### **Flow cytometry**

To detect surface markers, freshly isolated neutrophils were first washed with FACS buffer (PBS, 1% FBS, and 0.02% Sodium Azide). Subsequently, they were transferred to a 96-well plate and incubated in the dark at 4°C for 30 minutes with a combination of fluorescently conjugated antibodies along with the viability dye aqua vivid (Thermofisher). Samples were then washed and stored at 4°C in the dark until acquisition, which took place on the same day. For detection of live cells, the Aqua Live/Dead Fixable Dead Cell Stain kit was used (Life Technologies, Burlington, Ontario, Canada). The acquisition was performed using a BD LSRFortessa™ Cytometer equipped with violet (405 nm), blue (488 nm), yellow-green (561 nm), and red (633 nm) lasers, utilizing FACSDiva version 8.0.1 (BD Biosciences, San Diego, CA). The analysis of the acquired data was carried out using FlowJo version 10.4 for Mac (BD Biosciences). Please refer to Table S1 for detailed information regarding the antibodies used in the flow cytometry analysis.

### **Immunofluorescence**

Immunofluorescence (IF) for MPO was performed on 4 mm FFPE tissue sections as previously described (2). Samples were stained with the primary antibody Goat anti-mouse MPO (R&D Systems, MN, USA). Donkey anti-goat secondary antibody conjugated to Alexa fluor 568 (Invitrogen, MA, USA) was used for the revelation. Whole tissue images were acquired using the whole slide scanner Olympus BX61VS. To address any potential issues related to autofluorescence, our approach involved selecting IF channels with minimal autofluorescence in the liver or those with minimal spill-over. Furthermore, we utilized the VIS software (Visiopharm, Westminster, CO) for quantification purposes, which facilitated the determination of positivity thresholds for each individual channel. The pixel intensity values were set considerably higher than the background signal, and any visual artifacts present in the analyzed regions were eliminated. To ensure the absence of nonspecific binding of primary antibodies, we employed specific staining patterns tailored to the tissue or cellular location of the target marker (e.g., nuclear, cytoplasmic, around the CV area, etc.). We confirmed the specificity of the staining by utilizing other antibodies derived from the same species as negative controls. Multiplex immunofluorescence (mIF) for IBA1,  $\alpha$ SMA, Desmin and MPO was done on frozen 5 $\mu$ m OCT-embedded and fixed liver sections as previously described (3). All antibodies used are listed in Supplementary Table S1.

### **Image analysis**

Image analysis was executed utilizing the VIS image analysis software. The Author<sup>TM</sup> module within VIS was employed to design the subsequent protocols: 1) Automated identification and quantification of the tissue area; 2) Identification and quantification of the MPO<sup>+</sup> area. For the automated alignment of images obtained from serial sections, the Tissuealign module of VIS was utilized. Heatmaps depicting MPO<sup>+</sup> cells were generated using the tissue heatmap function of VIS. Nuclei detection was performed employing the protocol 10169 - Nuclei Detection, AI (Fluorescence) from Visiopharm.

### **RNA isolation and RT-PCR analysis**

Total RNA was isolated from murine hepatic tissue using RNeasy Mini Kit (Qiagen, Hilden, Germany). cDNA was generated from 2  $\mu$ g of total RNA using the Transcriptor Universal cDNA Master Mix (Roche Life Science, Penzberg, Germany). cDNA was amplified using the LightCycler<sup>®</sup> 480 SYBR Green I Master (Roche) in the LightCycler 480 instrument (Roche). All the previous procedures were performed according to the manufacturer's

protocols. mRNA expression was normalized to the expression of the housekeeping gene 28s and was determined using the  $2^{-\Delta\Delta Ct}$  method. For neutrophils, RT-PCR was performed on RNA from neutrophils FACS sorted. The RNA was isolated using the RNeasy micro-kit (Qiagen). cDNA was generated from 300 ng of total RNA. The rest of the process was conducted as above. Primer sequences are listed in Table S2.

### **Differential gene expression and functional analysis**

Prior to normalization using the trimmed mean of M values (TMM) method from the edgeR package (4), genes with low expression values were removed. Only genes with more than one read count per million (cpm) in at least three samples were included in the following analysis). Principal component analysis (PCA) was performed on the normalized data and visualized using the ggbiplot library.

Differential expression analysis was performed using the voom function (5) of the limma package (6). The resulting P values were adjusted using Benjamini and Hochberg's approach for controlling the false discovery rate (FDR). Genes with an adjusted P-value <0.05 found by voom/limma were assigned as differentially expressed genes (DEG's). Using ward.D method, a hierarchical clustering heatmap was generated presenting the  $\log_2(\text{FPKM}+1)$  of DEG union within all comparison groups (7). Volcano plots visualization was performed using the online platform SRplot (<http://www.bioinformatics.com.cn/srplot>). The DEG's lists obtained were entered into NetworkAnalyst 3.0 platform (<https://www.networkanalyst.ca/NetworkAnalyst/>) to construct Protein-protein interaction (PPI) networks (8). The DEG's were displayed together in a list with the official gene symbol, along with the expressions as fold change. The STRING Interactome was selected as the PPI database that is with medium (400) - high (1000) confidence score. The confidence score cut-off was set at 900 for the analysis. The seeds were mapped to the corresponding molecular interaction database and the subnetworks with at least 10 nodes are demonstrated. The degree of each node was calculated based on the number of its connections to other nodes. In the network, the color of a certain node indicates its expression while the area represents the degree of it.

Functional enrichment analysis of the up/down-regulated gene cluster was performed using g:GOST function in g:Profiler (9). The selected organism was *Mus musculus*, the significance threshold was g:SCS, with a threshold of 0.05. Gene Ontology (GO) databases were inquired. GO enrichment analysis powered by PANTHER 18.0 was performed directly from the home page of the GO website (<https://geneontology.org/>) on

all the genes clusters generated by the hierarchical clustering (10). Only GO terms of biological process data base with FDR  $P < 0.05$  (Fisher's exact test), were considered as significant.

The lists of pre-ranked genes given by LIMMA moderated t-statistic were used to perform gene set enrichment analysis (GSEA), using the fgsea function from the fgsea package (11). The GO, Biological Process (BP) database was used as gene sets for GSEA. Visualisation of significantly enriched GO terms of biological process between subtypes was done in the Cytoscape plugin, Enrichment Map (12). Automatic annotation of the clusters networks was conducted using AutoAnnotate Cytoscape application.

### **Publicly available RNAseq datasets**

Gene sets derived from RNAseq analysis of naïve liver neutrophils (from GSM5471589 to GSM5471595) were extracted from the GSE180824 datasets. To effectively analyze data and adjust for batch effects, an additional batch variable was integrated into the linear model, using the same voom/limma workflow. Control Ly6G<sup>high</sup> neutrophil samples (from GSM5471596 to GSM5471602) have been included in the analysis to normalize the data between the two studies. Contrasts between 24h and 72h liver neutrophils, were compared to naïve liver neutrophils (from GSM5471589 to GSM5471595) as described above.

### ***In silico* analysis of the CXCR5 sequence**

From our sequencing data, the consensus sequence of the CXCR5 was extracted by subsetting the aligned BAM files to contain only the short reads within the same chromosome and position as the CXCR5 gene - using SAMtools (13) . After which, a series of contig sequences were generated from these short reads using the Spades command line software (14). Using the alignment software seaview (15) , the generated contig sequences were aligned to known CXCR5 sequence from NCBI (transcript\_id=XM\_036154589.1), in order to identify the relevant section contig containing the CXCR5 sequence expressed by neutrophils. Tertiary structural details of the new CXCR5 predicted protein were analyzed using the online software SWISSMODEL (16) . The structures of predicted CXCR5 protein were constructed by molecular modeling, using the AlphaFold DB model of CXCR5\_RAT (P34997.1.A). The sequence identity between target and template is 96.87%. The GMQE (Global Model Quality Estimation) is 0.85.

Through the Swiss model, a comparison of the tertiary structure model of the short and long CXCR5 isoforms were conducted using the tool structure comparison.

### **Mitochondrial functionality assay**

Freshly isolated neutrophils ( $1.5 \times 10^5$  cells) were seeded per well in 96 round bottom well plates. Cells were resuspended in pre-warmed antibody and probes mix in PBS + 2% FBS for 15 min at 37 °C. Cells were then incubated at 37 °C for 15 min in PBS +2% FBS with a mixture of 50nM MitoTracker Green FM (Thermo Fisher Scientific, Waltham, MA, USA), 50nM MitoTracker Red CMXRos (Thermo Fisher Scientific) and phenotyping antibodies. At the end of incubation, samples were washed twice with pre-warmed PBS + 2% FBS, and directly acquired in the flow cytometer (17).

### **Puromycin incorporation assay**

We performed all experiments in 96 wells round bottom plates, with  $1.5 \times 10^5$  cells/well in 150 µl RPMI complete medium including 10 % FBS. Additional wells for each isolated neutrophil time points were added as controls: (i) no Puromycin (Millipore Sigma) and (ii) Puromycin treated with the translation inhibitor Cycloheximide (CHX; Millipore Sigma). For CHX-treated control wells, CHX was previously added to complete medium at a final concentration of 100 µg/mL, for 30 min at 37°C. Media was aspirated and pre-warmed cell culture medium was added to no-Puromycin control wells, medium supplemented with Puromycin (10 µg/mL) and CHX (100 µg/mL) to CHX-treated control wells, and medium supplemented with Puromycin (10 µg/mL) to the main experimental wells. Cells were incubated for 30 min at 37°C. Cells were centrifuged at room temperature (RT), two times washed with 150 µl prewarmed medium, and stained for surface and viability marker. After 30 min incubation at 4°C, the cells were washed twice and incubated with permeabilization/ fixation buffer (BD Cytfix/Cytoperm™) for 30 minutes at 4°C in the dark. Next, samples were washed and incubated for 30 min at 4°C in the dark with the Anti-Puromycin antibody, Alexa Fluor™ 647 Conjugate. Finally, samples were washed and kept at 4°C in the dark up to acquisition time.

### **Real time bioenergetic profile analysis**

Mito Stress Test was performed using the Seahorse XFe96 Analyser (Agilent Technologies, Santa Clara, CA, USA) to measure oxygen consumption rate (OCR) and extracellular acidification rate (ECAR). Sorted mouse neutrophils were seeded at 300,000

neutrophils per well in XFe96 cell culture microplates (Agilent Technologies) precoated with poly-L-lysine. Neutrophil adherence was achieved by spinning at 200×g for 1 min followed by natural deceleration. RPMI medium was replaced with 180 µL of DMEM XF base medium, pH 7.4 (Agilent Technologies) supplemented with 10 mM glucose, 2 mM glutamine, 1 mM pyruvate (Agilent Technologies). Plates were kept for 30 min at 37°C and loaded into the Seahorse XFe96 Analyser. In the analyzer, oligomycin 2 µM, Carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone (FCCP) 1 µM, rotenone + antimycin A 0.5 µM were injected at the indicated times. Respiratory parameters were obtained as indicated: basal respiration as baseline OCR; ATP-linked respiration by subtracting the proton leak to the basal OCR; maximal OCR by calculating the difference of antimycin plus rotenone rate from FCCP rate.

### **Extracellular traps (ETs) assay**

ETs were quantified as previously described, with some modifications (14). Briefly, freshly isolated neutrophils with 90-95% viability, were incubated with 100nM 4b-phorbol 12-myristate 13-acetate (PMA) or only media, in 96-well plates at 37 °C for 3h. Cells were then washed twice and stained with phenotyping markers in the presence of a cell impermeable DNA binding SYTOX Green dye (Thermo Fisher Scientific) at 0.5µM. Samples were washed twice and immediately analyzed by flow cytometry. Other cell types in the isolated intrahepatic leucocytes (IHLs) are similarly assayed for ETs. To account for differences in basal levels of ETosis across samples, ETosis is expressed as induction of NETosis: (% SYTOX Green+ PMA / % of control).

### **Intracellular ROS quantification**

Intracellular ROS were detected by flow cytometry using CM-H2DCFDA (Thermo Fisher Scientific, C6827). IHLs were loaded with 5 µM CM-H2DCFDA at 37 °C for 30 min. *In vitro*-induced oxidative activity was obtained upon stimulation of cells with 50nM PMA at 37 °C for 30 min. Samples were washed twice in PBS + BSA 0.5% before FACS analysis.

## References:

1. Umeshappa CS, Sole P, Surewaard BGJ, et al. Liver-specific T regulatory type-1 cells program local neutrophils to suppress hepatic autoimmunity via CRAMP. *Cell Rep* 2021;34:108919.
2. Flores Molina M, Fabre T, Cleret-Buhot A, et al. Visualization, Quantification, and Mapping of Immune Cell Populations in the Tumor Microenvironment. *J Vis Exp* 2020.
3. Flores Molina M, Abdelnabi MN, Mazouz S, et al. Distinct spatial distribution and roles of Kupffer cells and monocyte-derived macrophages in mouse acute liver injury. *Front Immunol* 2022;13:994480.
4. Robinson MD, Oshlack A. A scaling normalization method for differential expression analysis of RNA-seq data. *Genome Biol* 2010;11:R25.
5. Law CW, Chen Y, Shi W, Smyth GK. voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. *Genome Biol* 2014;15:R29.
6. Ritchie ME, Phipson B, Wu D, et al. limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res* 2015;43:e47.
7. Khoiratty TE, Ai Z, Ballesteros I, et al. Distinct transcription factor networks control neutrophil-driven inflammation. *Nat Immunol* 2021;22:1093-1106.
8. Zhou G, Soufan O, Ewald J, Hancock REW, Basu N, Xia J. NetworkAnalyst 3.0: a visual analytics platform for comprehensive gene expression profiling and meta-analysis. *Nucleic Acids Res* 2019;47:W234-W241.
9. Raudvere U, Kolberg L, Kuzmin I, et al. g:Profiler: a web server for functional enrichment analysis and conversions of gene lists (2019 update). *Nucleic Acids Res* 2019;47:W191-W198.
10. Mi H, Muruganujan A, Ebert D, Huang X, Thomas PD. PANTHER version 14: more genomes, a new PANTHER GO-slim and improvements in enrichment analysis tools. *Nucleic Acids Res* 2019;47:D419-D426.
11. Subramanian A, Tamayo P, Mootha VK, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* 2005;102:15545-15550.
12. Merico D, Isserlin R, Stueker O, Emili A, Bader GD. Enrichment map: a network-based method for gene-set enrichment visualization and interpretation. *PLoS One* 2010;5:e13984.
13. Li H, Handsaker B, Wysoker A, et al. The Sequence Alignment/Map format and SAMtools. *Bioinformatics* 2009;25:2078-2079.
14. Bankevich A, Nurk S, Antipov D, et al. SPAdes: a new genome assembly algorithm and its applications to single-cell sequencing. *J Comput Biol* 2012;19:455-477.
15. Gouy M, Tannier E, Comte N, Parsons DP. Seaview Version 5: A Multiplatform Software for Multiple Sequence Alignment, Molecular Phylogenetic Analyses, and Tree Reconciliation. *Methods Mol Biol* 2021;2231:241-260.
16. Waterhouse A, Bertoni M, Bienert S, et al. SWISS-MODEL: homology modelling of protein structures and complexes. *Nucleic Acids Res* 2018;46:W296-W303.
17. Monteiro LB, Davanzo GG, de Aguiar CF, Moraes-Vieira PMM. Using flow cytometry for mitochondrial assays. *MethodsX* 2020;7:100938.

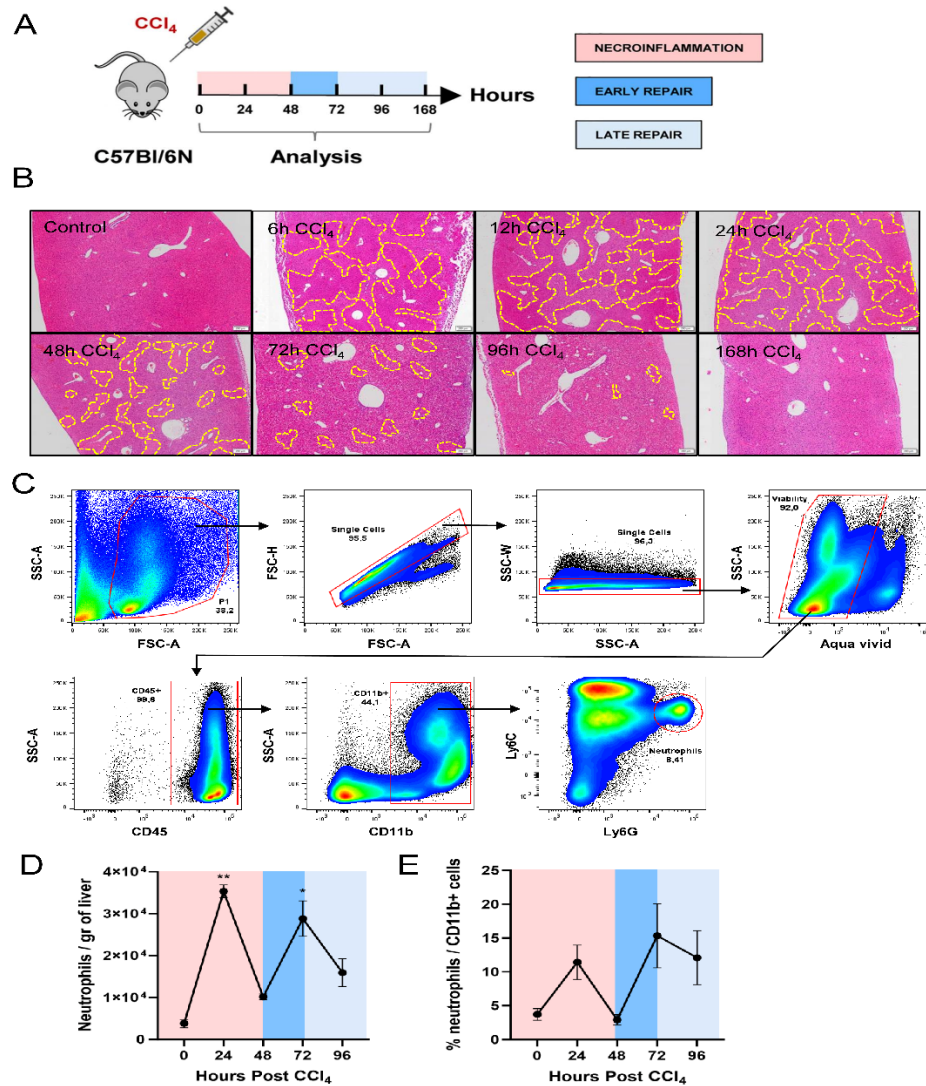

**Figure S1.** CCl<sub>4</sub>-induced acute liver injury is characterized by two waves of neutrophils during necroinflammation and tissue repair. **(A)** Schematics of the experimental design delineating the phases of the wound healing response to one intraperitoneal injection of CCl<sub>4</sub> at 1 ml/Kg of body weight. **(B)** Representative H&E images of liver section, at 0 h-, 6 h, 12 h, 24 h, 48 h, 72 h, 96 h and 168 h following CCl<sub>4</sub> injection. Necrotic area was delineated manually around CV as outlined by the yellow dotted line, scale bar=200  $\mu$ m. **(C)** Representative FACS plot showing the gating strategy for mouse liver neutrophils identified as Ly6G<sup>+</sup>, Ly6C<sup>int</sup> on CD11b<sup>+</sup> cells from intrahepatic leukocytes. **(D)** Kinetics of neutrophils recruitment determined by flow cytometry represented as total counts per gram of liver or **(E)** frequencies on CD11b<sup>+</sup> population, adapted from our previous publication (3). N=4 mice per group. Data are shown as mean  $\pm$  SEM. Statistical analysis was performed using one-way ANOVA on ranks followed by Dunn's Multiple Comparison Test. \* $P < 0.05$ , \*\* $P < 0.01$ .

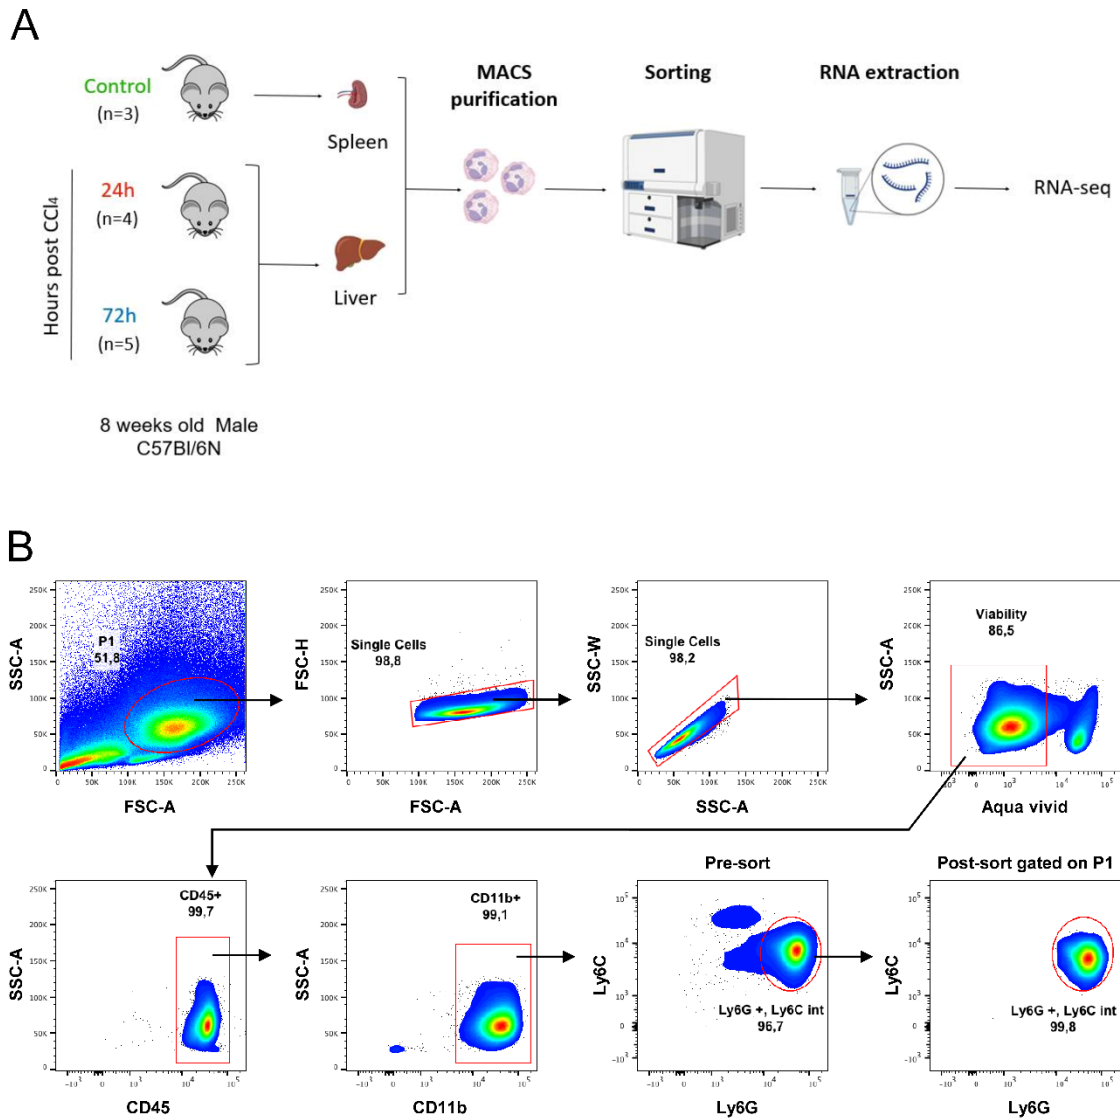

**Figure S2.** Neutrophils isolation method for bulk RNA-seq study. **(A)** Experimental setup scheme for bulk RNA-seq study. **(B)** Representative gating strategy for Fluorescence Activated Cell Sorting of neutrophils (CD45<sup>+</sup>CD11b<sup>+</sup>Ly6G<sup>+</sup>, Ly6C<sup>int</sup>).

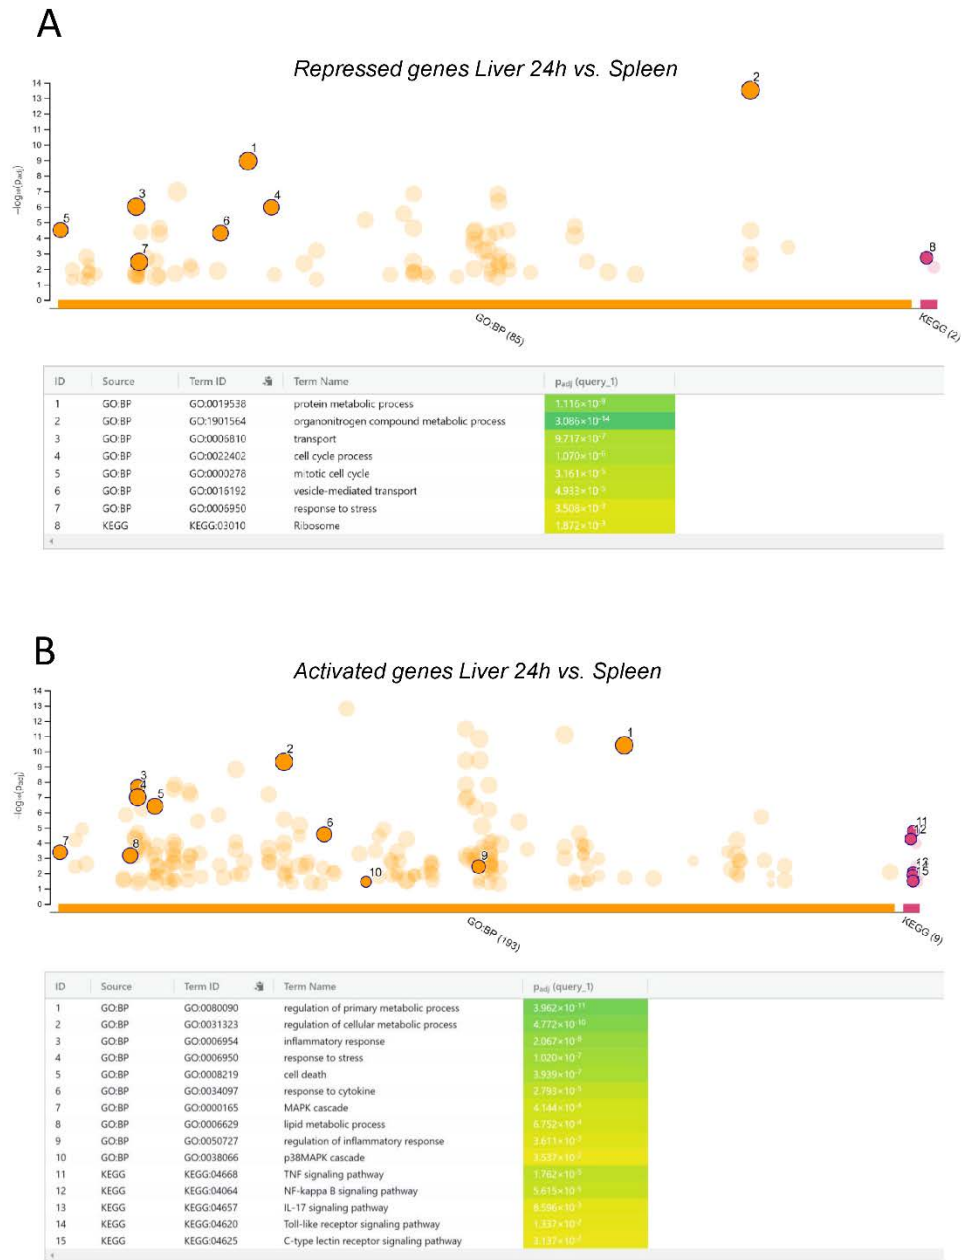

**Figure S3.** Manhattan plot illustrating the results of over-representation analysis (ORA) on the DEG's between Liver 24h post CCl<sub>4</sub> neutrophils compared with spleen neutrophils. The functional terms are grouped and color-coded by data sources, i.e., biological processes (BP) in orange and KEGG in pink. Selected numbered terms in dark are detailed below the plot with their respective adjP values. **(A)** ORA on repressed **(A)** or up-regulated **(B)** DEG's from the comparison Liver 24h vs. Spleen. The functional enrichment analysis was performed using g:Profiler (version e110\_eg57\_p18\_4b54a898) with g:SCS multiple testing correction method applying significance threshold of 0.05.

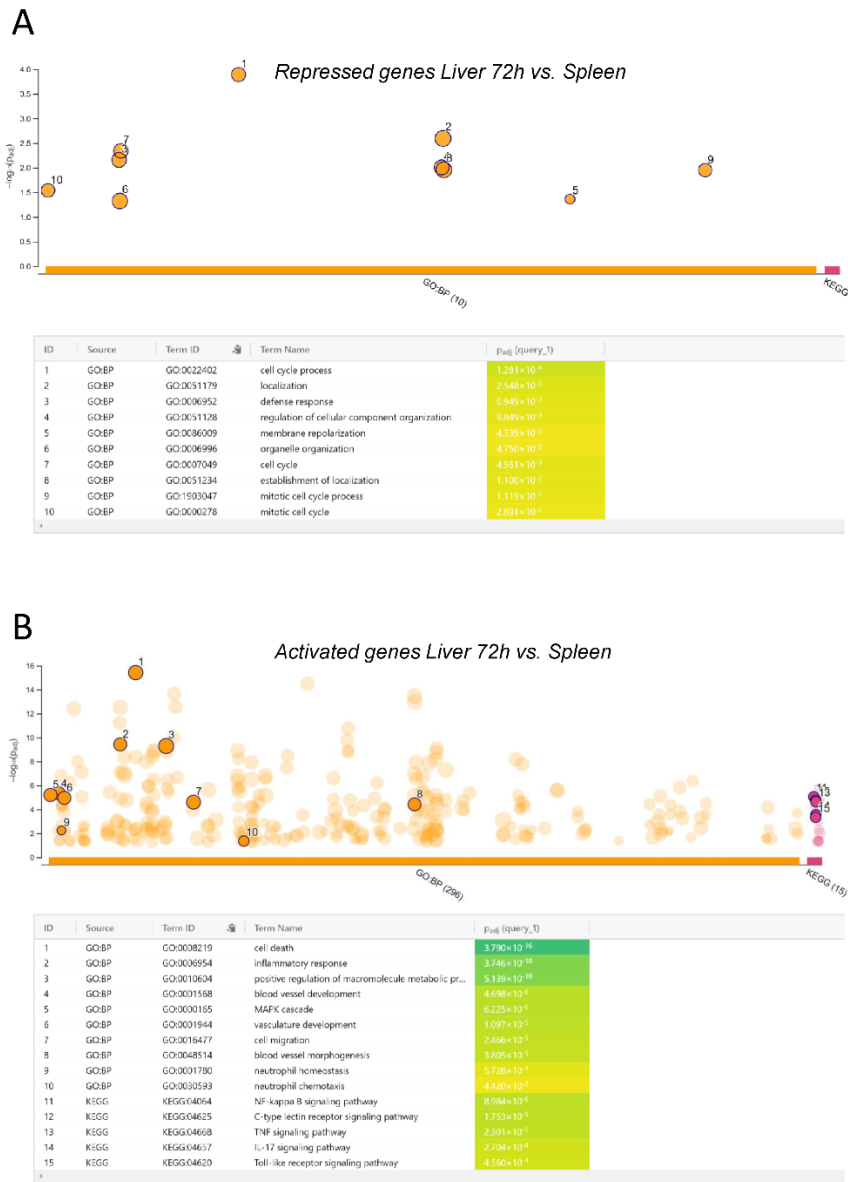

**Figure S4.** Manhattan plot illustrating the results of over-representation analysis (ORA) on the DEG's between Liver 72h post CCl<sub>4</sub> neutrophils compared with spleen neutrophils. The functional terms are grouped and color-coded by data sources, i.e., biological processes (BP) in orange and KEGG in pink. Selected numbered terms in dark are detailed below the plot with their respective adjP values. ORA on repressed (**A**) or up-regulated (**B**) DEG's from the comparison Liver 72h vs. Spleen. The functional enrichment analysis was performed using g:Profiler (version e110\_eg57\_p18\_4b54a898) with g:SCS multiple testing correction method applying significance threshold of 0.05.

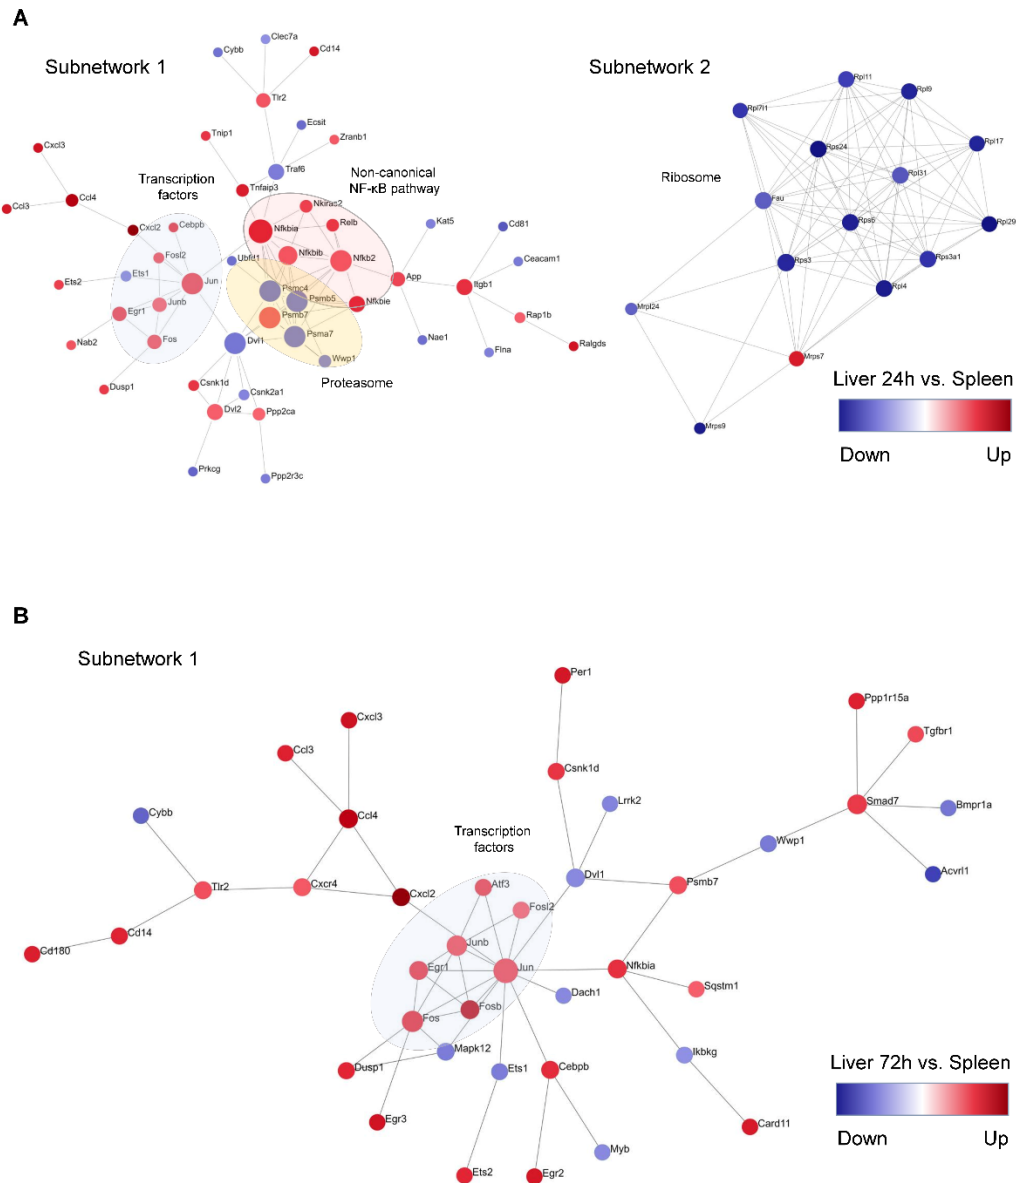

**Figure S5.** Protein-protein interaction (PPI) network analysis of the DEG's. **(A)** PPI analysis identified 2 networks of highly interconnected nodes from Liver 24h vs spleen neutrophils comparison, respectively correlated to the “inflammatory response” and to the “protein translation”. **(B)** PPI analysis identified 1 network of highly interconnected nodes from Liver 72h vs spleen neutrophils comparison, correlated to the “inflammatory response”. Colors represent the expressions of nodes, specifically “red” and “blue” indicate the nodes that are up- and down-regulated, respectively. Grades of the colors represent the expression levels. Areas of the nodes indicate the degrees that the nodes connect to others. PPI analysis was done through the NetworkAnalyst 3.0 platform.

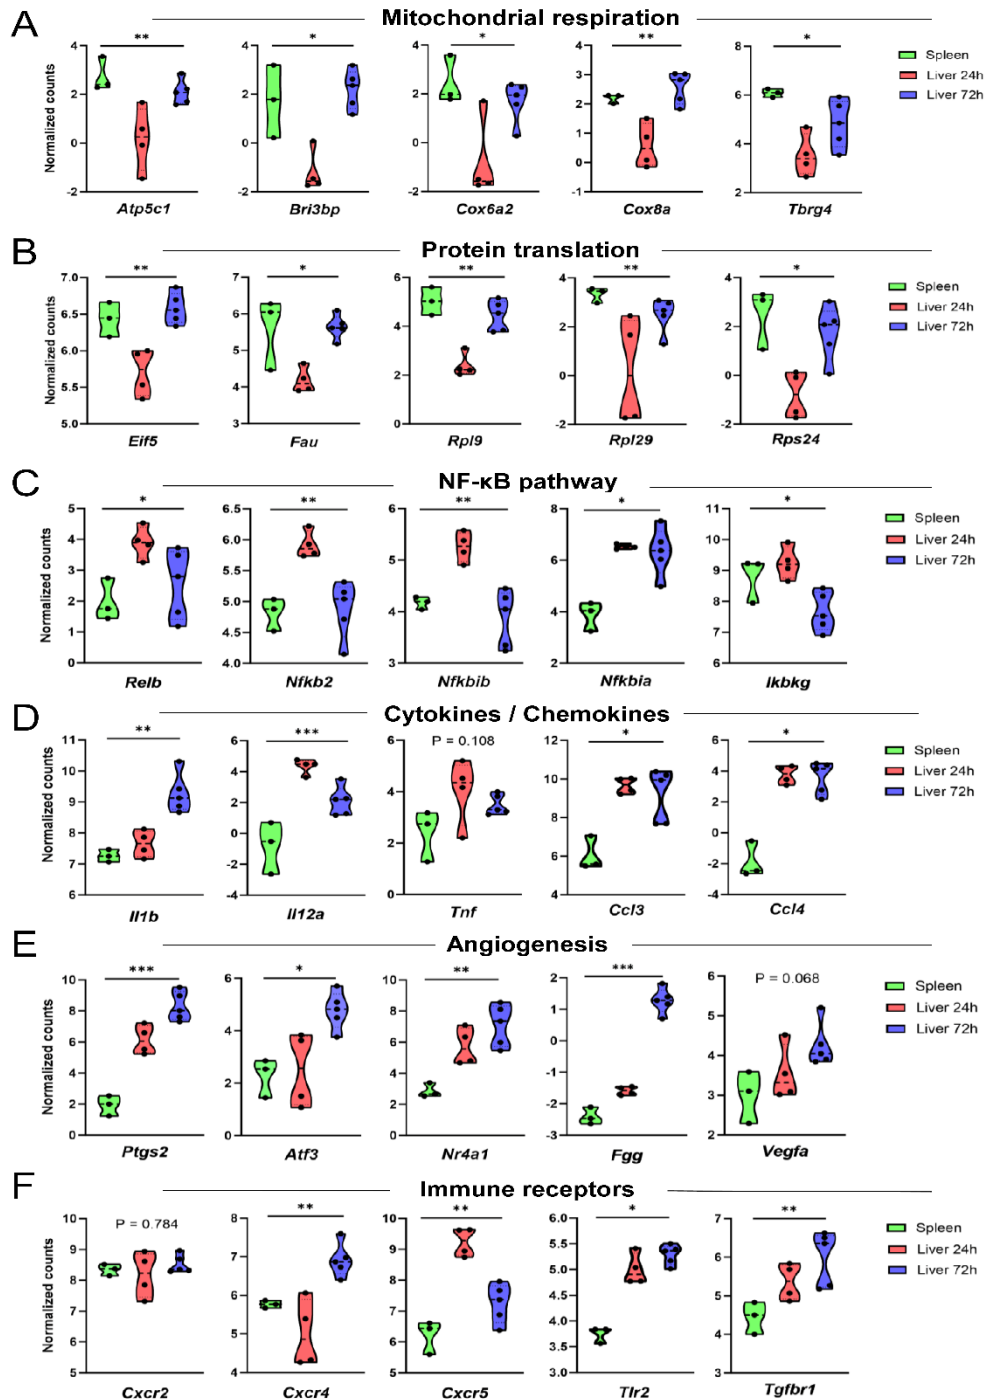

**Figure S6.** Violin plots showing neutrophils groups for gene expression as TMM normalized counts. Six functional gene categories are included: **(A)** Mitochondrial respiration-, **(B)** Protein translation-, **(C)** NF-κB pathway-, **(D)** Cytokines-, **(E)** Angiogenesis- and **(F)** Immune receptors. Each dot represents a sample. Statistical analysis was performed using One Way ANOVA on ranks. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

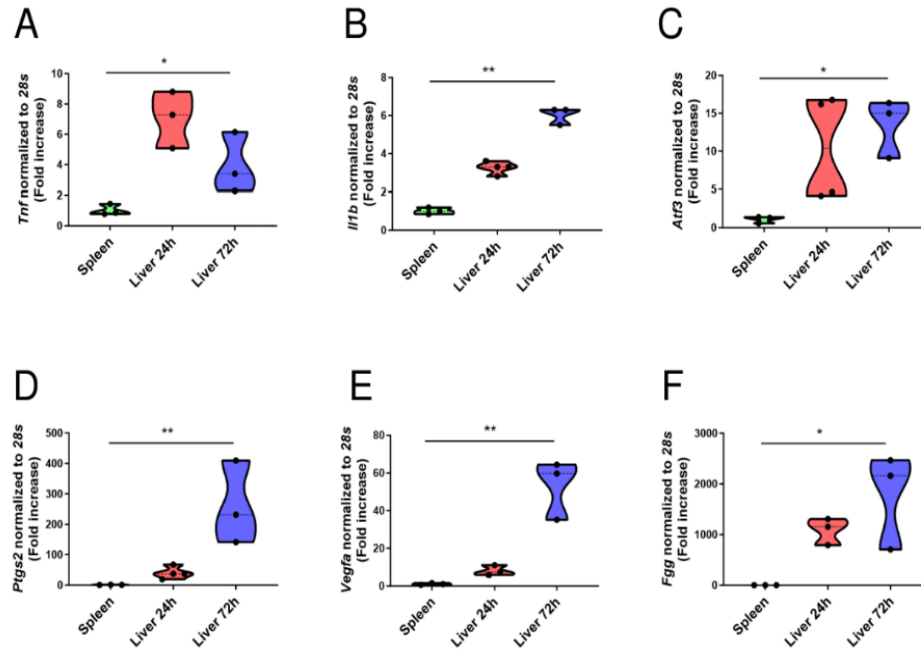

**Figure S7.** RT-qPCR validation. **(A-F)** Relative gene expressions for six selected genes were determined by qPCR on FACS sorted neutrophils RNA. The mRNA expression data represent fold increase relative to spleen controls and was normalized to 28s. N=3-4 mice per group. Data are shown as mean  $\pm$  SEM. Statistical analysis was performed using One Way ANOVA on ranks. \* $P < 0.05$ , \*\* $P < 0.01$ .

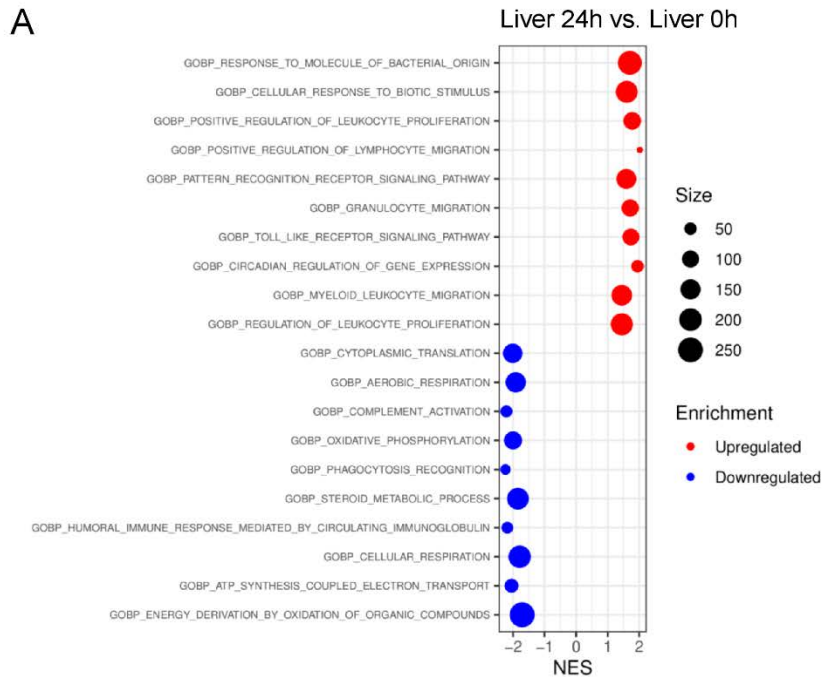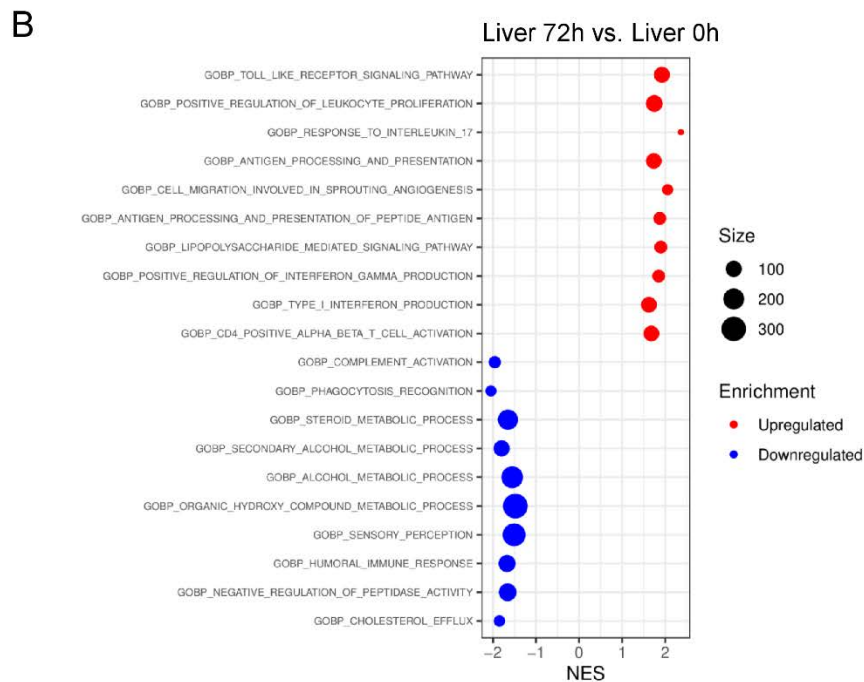

**Figure S8.** GSEA demonstrates functionally distinct 24h- and 72h post-injury liver compared to naïve liver neutrophils extracted from publicly available datasets. GSEA dot plots of Liver 24h vs. Liver0h and **(A)** Liver 72h vs. Liver0h **(B)** comparison. The figures show the significant top 10 positively and the top 10 negatively enriched GO terms. Size refers to the number of genes associated with each GO biological process. Terms are ranked in the figure by the adjusted p-value. Node color represents the normalized enrichment scores (NES).

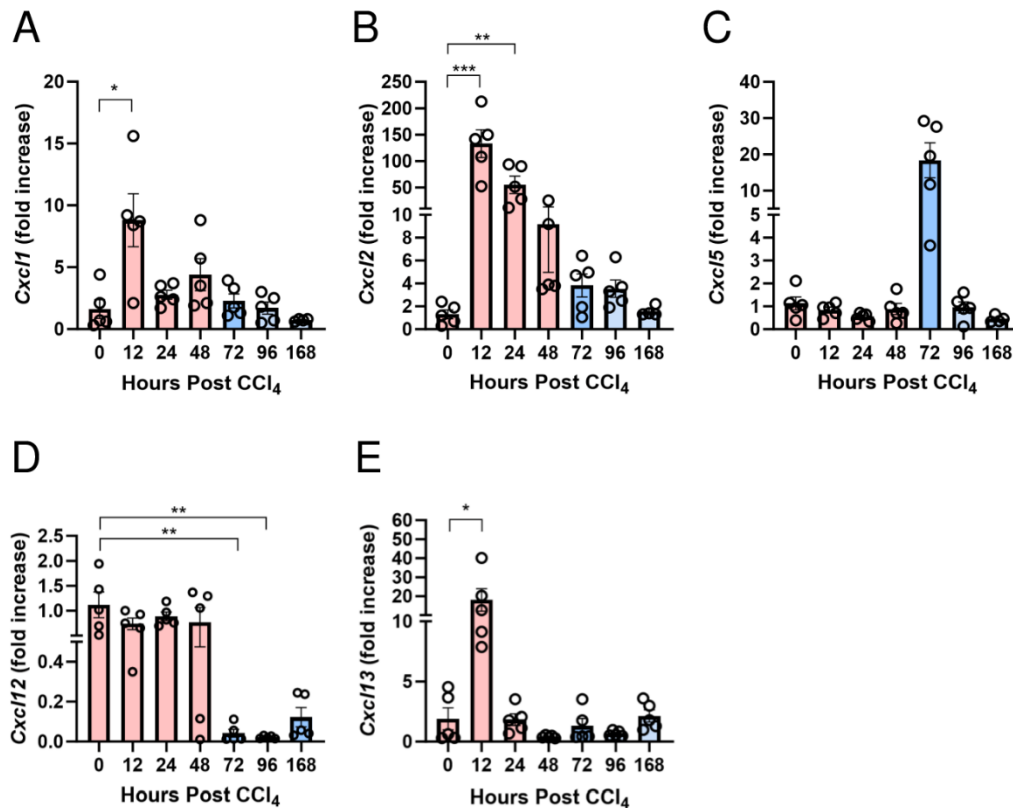

**Figure S9.** Relative gene expression levels of *Cxcl1* (A), *Cxcl2* (B), *Cxcl5* (C), *Cxcl13* (D) and *Cxcl12* (E) respectively, as determined by qPCR on bulk liver tissue. The mRNA expression data represent fold increase relative to 0 h controls and was normalized to 28s. (N=5 mice per group). Data are shown as mean ± SEM. Statistical analysis was performed using One Way ANOVA on ranks and Dunn's Multiple Comparison Test. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , (Related to Fig. 6)

## Supplemental Tables

**Table S1. List of flow cytometry antibodies used in the study.**

| <b>Antibody</b>         | <b>Clone</b> | <b>Supplier</b> | <b>Catalog number</b> |
|-------------------------|--------------|-----------------|-----------------------|
| CD3-PE-CF594            | 145-2C11     | BD              | 562286                |
| CD11c-BV711             | N418         | BioLegend       | 117349                |
| CD11b-BV421             | M1/70        | BD              | 562605                |
| CD45-BV650              | 30-F11       | BD              | 563410                |
| Ly6C-PECF594            | AL-21        | BD              | 562728                |
| Ly6C-APC                | AL-21        | BD              | 560595                |
| Ly6G-A488               | 1A8          | BioLegend       | 127625                |
| Ly6G-APC-e780           | 1A8          | eBioscience     | 47-9668-82            |
| CD184-APC-R700          | 2B11/CXCR4   | BD              | 565522                |
| CD185-PE                | 2G8/CXCR5    | BD              | 551959                |
| Blr1-PE                 | C-3/CXCR5    | SCB             | sc-373775 PE          |
| Puromycin-AF647         | 12D10        | Millipore-Sigma | MABE343-AF647         |
| CD170 (Siglec-F)-BUV737 | 1RNM44N      | eBioscience     | 367-1702-82           |

**Table S2. List of immunofluorescence antibodies.**

| <b>Immunofluorescence Primary Abs</b>   | <b>Company</b>          | <b>Clone</b>      | <b>Catalog</b> | <b>State, country</b> |
|-----------------------------------------|-------------------------|-------------------|----------------|-----------------------|
| MPO                                     | R&D Systems             | Polyclonal Goat   | AF3667         | Canada                |
| IBA1                                    | Fujifilm WAKO Chemicals | Rabbit Polyclonal | 019-19741      | USA                   |
| $\alpha$ SMA                            | Sigma Aldrich           | 1A4               | A2547-100UL    | Canada                |
| Desmin                                  | Invitrogen              | Rabbit Polyclonal | PA5-16705      | Canada                |
| <b>Immunofluorescence Secondary Abs</b> |                         |                   |                |                       |
| Donkey anti-goat A568                   | Invitrogen              | Donkey Polyclonal | A-11057        | Canada                |
| Donkey anti-rabbit A647                 | Invitrogen              | Donkey Polyclonal | A-31573        | Canada                |
| Donkey anti-mouse, DyLight™ 755         | Invitrogen              | Donkey Polyclonal | SA5-10171      | Canada                |

**Table S3. List of primer sequences used in the study.**

| <b>Gene</b>   | <b>Forward, 5'-3'</b>      | <b>Reverse, 5'-3'</b>       |
|---------------|----------------------------|-----------------------------|
| <i>28s</i>    | CGAGATTCCCACTGTCCCTA       | GGGGCCTCCCACTTATTCTA        |
| <i>Atf3</i>   | GAGGATTTTGCTAACCTGACACC    | TTGACGGTAACTGACTCCAGC       |
| <i>Fgg</i>    | GACGGCATTATTTGGGCGAC       | AACGTCTCCAGCCTGTTTGG        |
| <i>Cxcl1</i>  | GGATTCACCTCAAGAACATCCAG    | ATCTTTTGGACAATTTTCTGAACC    |
| <i>Cxcl2</i>  | GAGCTTGAGTCTGACGCCCCCAGG   | GTTAGCCTTGCCTTTGTTCAGTATC   |
| <i>Cxcl5</i>  | GCATTTCTGTTGCTGTTACGCTG    | CCTCCTTCTGGTTTTTCAGTTTAGC   |
| <i>Cxcl12</i> | GTCTAAGCAGCGATGGGTTC       | GAATAAGAAAGCACACGCTGC       |
| <i>Cxcl13</i> | GGCCACGGTATTCTGGAAGC       | ACCGACAACAGTTGAAATCACTC     |
| <i>Ptgs2</i>  | CCA CTT CAA GGG AGT CTG GA | AGT CAT CTG CTA CGG GAG GA  |
| <i>Tnf</i>    | ACT CCA GGC GGT GCC TAT GT | GTG AGG GTC TGG GCC ATA GAA |
| <i>Vegfa</i>  | CAG GCT GCT GTA ACG ATG AA | TTT GAC CCT TTC CCT TTC CT  |

**Table S4. DEGs, liver neutrophils from 24h post-injury compared to control (splenic neutrophils).****Table S5. DEGs, liver neutrophils from 72h post-injury compared to control (splenic neutrophils).****Table S6. Comprehensive list of all statistically significant GSEA genesets enriched in liver neutrophils from 24h post-injury compared to control (splenic neutrophils).**

A total of 147 subsets from the Gene Ontology: Biological Processing geneset were enriched in livers neutrophils from 24h post-injury compared to control. A false discovery rate (FDR) < 0.2 and an adjusted p-value < 0.05 were used.

**Table S7. Comprehensive list of all statistically significant GSEA genesets enriched in liver neutrophils from 72h post-injury compared to control (splenic neutrophils).** A total of 205 subsets from the Gene Ontology: Biological Processing geneset were enriched in liver neutrophils from 72h post-injury compared to control. A false discovery rate (FDR) < 0.2 and an adjusted p-value < 0.05 were used.

**Table S8. DEGs, liver neutrophils from 24h post-injury compared to naïve liver neutrophils extracted from the GSE180824 datasets.**

**Table S9. DEGs, liver neutrophils from 72h post-injury compared to naïve liver neutrophils extracted from the GSE180824 datasets.**

**Table S10. Comprehensive list of all statistically significant GSEA genesets enriched in liver neutrophils from 24h post-injury compared to naïve liver neutrophils extracted from the GSE180824 datasets.** A total of 127 subsets from the Gene Ontology: Biological Processing geneset were enriched in liver neutrophils from 24h post-injury compared to control. A false discovery rate (FDR) < 0.1 and an adjusted p-value < 0.05 were used.

**Table S11. Comprehensive list of all statistically significant GSEA genesets enriched in liver neutrophils from 72h post-injury compared to naïve liver neutrophils extracted from the GSE180824 datasets.** A total of 85 subsets from the Gene Ontology: Biological Processing geneset were enriched in liver neutrophils from 72h post-injury compared to control. A false discovery rate (FDR) < 0.1 and an adjusted p-value < 0.05 were used.

How the deposited data were processed for this re-analysis (not part of the article)

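Neutrophils were sorted from the spleens of 3 untreated mice and from the livers of 4 mice at 24 hours and 5 mice at 72 hours after carbon tetrachloride, and their RNA was sequenced. The authors aligned the reads to GRCm38, counted them per gene with HTSeq-count and deposited the counts of the 12 libraries in 1 table, as whole numbers without normalization or filtering. The libraries were made with a stranded kit; the paper does not state which strand option was given to the counter. The table has 48709 gene rows and 5 summary rows (reads with no gene, ambiguous, of low quality, unaligned and aligned to several places), which were left out of library sizes and tests. Reads on no gene made up 96.8% to 97.3% of the uniquely aligned reads of each library. All of the columns are mapped to a sample by name. The paper gives an RNA integrity limit of 7 and the sample labels give 8.

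Everything below was computed from these counts in R 4.3.3. Genes with more than 1 CPM (counts scaled to the library size) in at least 3 samples were kept, TMM factors were computed, and the 3 pairs of groups were tested with the quasi-likelihood test of edgeR 4.0.16 in 1 fit over all libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p and 0.5 on the absolute log2 fold change. Log2 CPM values use a prior count of 2. The deposited counts on genes range from 1267089 to 3017403 per library, so that 1 CPM is 1 to 3 counts, and genes at these levels are measured with large counting error. A group whose libraries all have 3 counts or fewer is treated as at the floor, and its fold changes are given as bounds.

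The lists of genes were fixed before the data were examined: the ribosomal protein genes of Figure 5A, the electron transport chain genes of Figure 6A, the NF-κB genes of Supplemental Figure S5A, the genes of the proteasome families, and marker lists of hepatocytes, macrophages, B cells, T cells, erythroid cells, endothelial cells and immature neutrophils. The NF-κB genes were chosen by the study for their change at 24 hours in these libraries, so their 24-hour result is no separate test. Lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 between genes, adjusted over 12 tests. The genes of Supplemental Figure S6 were tested by exact Kruskal-Wallis permutation tests over 27720 assignments. Principal components were computed on centred and scaled log2 CPM. The called genes were divided into 8 clusters by Ward's method on Manhattan distances of the scaled group means. The text names the genes that the paper names from these data, the genes of the lists, and in each comparison the 3 genes with the smallest adjusted p in each direction among those whose groups do not overlap. Outside this rule, Il1bos and the granule genes given for spleen replicate 3 were chosen after their values were seen. The separate reading of mt-Nd6, a gene of the electron transport chain list, was also chosen after its values were seen.

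The alternatives, also set before the data were examined except where the closing text says otherwise, were DESeq2's size factors and upper-quartile scaling, the Wald test of DESeq2 1.42.0, limma-voom (the paper's own test), no filter, edgeR's filterByExpr, other fold-change limits, fits of 2 groups only, a replicate block, genes with no annotated gene on the opposite strand, other set tests, and leaving out each library in turn. The tests were tried on simulated data first: with 200 of 12488 genes changed by known amounts, 110 of them were called in the 24-hour comparison with 7 unchanged genes, and 126 in the 72-hour comparison with 9 unchanged genes. Random lists matched on mean expression put an unchanged list at percentile 85.4 and a halved list at percentile 0 of 10000 draws over 12488 genes. Gene ontology enrichment, the quantitative PCR, the naive-liver comparison and the transcript isoforms were not analysed here.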

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

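The set tests and the random lists for 24-hour neutrophils against the spleen were fixed before the results were seen, but the random lists between the time points, their use against scaling, the index of opposite-strand pairs, the mt-Nd6 test, the values of Il1bos and the reading of the abundant transcripts on their own were chosen only after the result was seen.

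Of the uniquely aligned reads, a median of 96.9637% lay on no gene, a signal the paper does not analyse. Possible causes are reads counted on the strand opposite to the transcript, reads outside annotated exons, and RNA of other kinds; the deposited counts do not contain the unassigned reads. Of the tests for counting on the opposite strand, the first went both ways: among 159 pairs of a gene and its antisense-named partner, the antisense-named gene had more counts in 79, or 49.7%, although most pairs were predicted to; among the 68 pairs reaching 10 CPM it had more in 41. The second part of the same prediction was met, since 2 of 30 abundant neutrophil transcripts were among the 300 genes with the most counts. mt-Nd6, the mitochondrial protein gene on the light strand, had 871 CPM, against 113 for the highest of the 12 others and a median of 8.76. All of the 20 genes with the most counts have exons overlapping a gene on the opposite strand. Y-linked genes were predicted to be near 0 if the strand were reversed, and the 4 genes went both ways: Ddx3y had a median of 10.3 CPM and Eif2s3y 23.3, each counted in 12 of 12 libraries, while Kdm5d had 1.59 and Uty 0.637. The counts of the first 2 speak against a full reversal, though counts of this size are also what some reads passing the strand selection would give. These tests are consistent with counting on the opposite strand for much of the table, but the pair test leaves it open, and the strand setting of the counter is not stated in the paper.

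The ratio of a gene to its abundant opposite-strand partner was lower at 24 hours: it fell in 163 of 167 pairs, or 97.6%. The median log2 ratio was -6.26 to -5.81 in the 24-hour libraries and -5.28 to -4.98 in all others (difference -0.87; exact permutation test over 495 assignments, p = 0.00202). Against the spleen, the lower-count genes had a median log2 fold change of -0.23 at 24 hours, as all tested genes did. Their abundant partners had a median of 0.62. Scaling sets the bulk of the genes near no change, so these values cannot say which side of the ratio moved. The lower ratio may reflect a smaller share of reads passing the strand selection in the 24-hour libraries. Such a smaller share would bear on any gene counted through such reads. A difference in RNA between the groups is not separated from it by this index.

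Ribosomal protein genes differed between the time points, with a mean log2 difference of 1.21 between 72-hour and 24-hour neutrophils, and so did electron transport chain genes at 0.94, NF-κB genes at -0.96 and proteasome genes at 0.77. In this direct comparison, the ribosomal genes with no gene on the opposite strand had a mean of 1.36, above all of 10000 random lists of the same size and expression drawn from such genes, and the electron transport chain genes without one had a mean of 0.94, at percentile 98.95 of such lists. The medians of these random lists were 0.39 and 0.53, so matched genes shared part of the difference. Lists matched on length and expression reached 0.38 for the ribosomal and 0.51 for the electron transport chain genes at the upper end of their middle 95%. These values argue against gene length and against a smaller share of reads passing the strand selection at 24 hours as the whole cause. With genes at the count floor set to their bounds, the electron transport chain mean was 0.33 and the ribosomal mean 0.89, so few counts keep the size of the electron transport chain difference open.

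The comparison of 24-hour neutrophils with the spleen was tested in the same way. The ribosomal genes with no gene on the opposite strand had a mean of -1.57, below all of 10000 random lists (lowest -1.01), and the electron transport chain genes had a mean of -1.18, at percentile 0.4 of such lists, whose middle 95% ended at -1.02. The medians of these random lists were -0.43 and -0.60, so matched genes shared part of the fall. Lists matched on length and expression ended at -0.48 and -0.62. With genes at the count floor set to their bounds, the mean of the whole electron transport chain list was -0.40. Few counts therefore keep the size of its fall open. A change of scaling factors moves every gene alike, and the ribosomal mean of -1.39 lay below the lowest random list of the same comparison, -0.71, which argues against a scaling shifted by a few abundant genes. For low counts from reads shared with pseudogenes, the more abundant members of the list had a mean of -0.99, with 32 of 38 lower, and the less abundant a mean of -1.79, with 35 of 38 lower. The fall of the abundant members argues against few counts as the whole cause, and the larger fall of the others leaves few counts open as a part of it. Differences in library quality that the labels do not record stay open for both comparisons, as does time after injury, which was not tested apart from them, and the ribosomal, electron transport chain and proteasome tests lose their significance when the correlation between genes is estimated. The NF-κB genes were chosen by the study for their change at 24 hours, and their difference and that of the proteasome genes had no technical test of their own.

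Among single genes, the direct comparison of the time points also separated Nfkb2 (-0.99), Il12a (-2.0), Il1b (1.71), Ptgs2 (2.19), Atf3 (2.03), Rpl9 (2.12), Fau (1.47), Eif5 (0.86), Cxcr5 (-1.94), Cxcr4 (1.78), Gm26669 (-1.47), Clec7a (1.48), Rcsd1 (1.33), Tmem198b (-5.55) and St8sia1 (-6.86), given as log2 differences of 72-hour against 24-hour neutrophils. Over the 12 fits that each left out 1 library, the call was lost in 7 for Nfkb2 (edgeR adjusted p up to 0.108), 7 for Eif5 (up to 0.0967), 5 for Il12a (up to 0.0742), 4 for Atf3 (up to 0.0953) and 1 for Fau (0.0653). Tmem198b, St8sia1 and Gm26669 overlap exons of a gene on the opposite strand (789, 149 and 1672 exon bases), as do Nfkb2, Il1b and Cxcr5. Il1bos, the partner of Il1b, rose by 1.87 at 24 hours and did not differ between the time points (0.13); if reads were counted on the opposite strand, these would be reads of Il1b, and the difference of 1.71 would not describe that transcript. Tmem198b had 753 and 654 CPM in 24-hour replicates 1 and 2 against 24.0 and 43.8 in replicates 3 and 4, and St8sia1 201 and 159 against 7.07 and 10.9. This is the split of the 24-hour libraries on the third principal component, so the size of these 2 differences rests on 2 of the 4 libraries. Neither the paper nor the labels name a batch, and time after injury stays an untested explanation for each.

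A pair of library values lay far from the others of their group. The mean of the electron transport chain genes was 2.89 log2 CPM in 72-hour replicate 3, against 2.55 to 2.61 in the other 72-hour libraries, and Tctex1d4 had 8.30 log2 CPM in 72-hour replicate 4, against 9.15 to 9.40. Across 75 groups of values tested in this way, 3.75 are given by chance. No explanation was tested for these libraries.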

How the results depend on the processing

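The fit without the 72-hour libraries with few unaligned reads, and limma-voom with no limit on the fold change, were chosen after seeing the data. The cause was not tested for any change below unless one is named.

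The counts of genes moved by more than 1.5 times in these cases. With only genes that have no annotated gene on the opposite strand, which tests fewer genes, 350 genes differed at 24 hours, 290 at 72 hours and 70 between the time points, and 153 were shared. Called genes had a gene on the opposite strand more often than tested genes, so fewer tests are not the only difference. DESeq2's Wald test gave 951 genes between the time points, against 561. Leaving out 72-hour replicates 2 and 3, and so testing fewer samples, gave 304 genes at 72 hours, 203 between the time points, 252 shared and 52 called at 72 hours only. All 666 genes called at 72 hours kept their direction at a log2 fold change of at least 0.5 in that fit, and 298 were still called. Apart from the fits that left out 1 library, the other alternatives gave numbers of differing and shared genes within 1.5 times of 1218, 666, 561 and 405. By direction, between the time points, no filter gave 346 higher genes against 206 and a limit of 1 on the fold change gave 210 lower genes against 355. Upper-quartile scaling gave 157 higher and 457 lower genes between the time points, against 206 and 355. Over the 12 fits that each left out 1 library, the counts ran from 595 to 1314 at 24 hours (lowest without spleen replicate 1), from 339 to 841 at 72 hours (lowest without spleen replicate 2), from 178 to 775 between the time points (lowest without 24-hour replicate 1) and from 223 to 530 for shared genes.

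For the gene lists, camera with the correlation estimated from the data left ribosomal genes at -1.39 (adjusted p = 0.291), electron transport chain genes at -1.18 (0.331) and proteasome genes at -1.05 (0.211) not past the threshold at 24 hours, and the same lists at 1.21 (0.223), 0.94 (0.331) and 0.77 (0.223) between the time points. Fry put NF-κB genes at 72 hours past it (0.86, adjusted p = 0.0181), and no filter did so for proteasome genes (-0.38, adjusted p = 0.0248). Over the fits that each left out 1 library, the mean at 24 hours ran from -1.68 to -1.16 for ribosomal, -1.40 to -0.95 for electron transport chain, 1.70 to 1.94 for NF-κB and -1.23 to -0.93 for proteasome genes. At 72 hours it ran from -0.47 to 0.0405, from -0.47 to -0.0114, from 0.81 to 0.98 and from -0.43 to -0.17. Between the time points it ran from 1.04 to 1.40, from 0.85 to 1.09, from -1.07 to -0.83 and from 0.73 to 0.95. The ribosomal sign at 72 hours was reversed without spleen replicate 1 or spleen replicate 2. The lists at 72 hours that passed the threshold in such a fit were ribosomal, electron transport chain and proteasome genes without spleen replicate 3, and NF-κB genes without 72-hour replicate 3 or 4.

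Among named genes, Fau at 72 hours reversed under limma-voom (0.0886 against -0.11). In fits that left out 1 library, Fau at 72 hours ran from -0.50 to 0.21, Cxcr2 at 24 hours from -0.33 to 0.18 and Nfkb2 at 72 hours from -0.0202 to 0.25; none of these was called in any of them. Over these fits, of the values of single genes, the counts by direction, the counts at one time point only and the variance shares of the first 2 principal components, 799 were the same, 40 moved, 65 were no longer past the threshold and 1 was newly past it; under the other alternatives, with the Z score counts and the exact Kruskal-Wallis tests of Tnf, Vegfa and Cxcr2 included, 355 were the same, 23 moved, 2 were no longer past it and 3 were newly past it. Those that moved were all counts or variance shares, and no single gene was among them.

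The replicate numbers do not pair the libraries: over 10 pairs with the same number in different groups, the correlation of deviations from the group means ran from -0.116 to 0.130, with 1 above 0.1. With a replicate block the fit gave 1302, 874 and 599 genes in the 3 comparisons and 527 shared, NF-κB genes at 72 hours were past the threshold (0.91, adjusted p = 0.0412), Cxcr5 at 72 hours had 0.88 (adjusted p = 0.0367) and Fgg at 72 hours 5.43 (adjusted p = 0.0923).

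Between-group variance on the principal components stayed between 29.3% and 56.0% of the total over 4 alternatives, with exact permutation p-values of at most 7.2e-05, and 27 of the 30 genes of Supplemental Figure S6 were past the threshold under both other scalings. With 3 to 5 libraries per group and a median of 3.00% of uniquely aligned reads on genes, single genes at a few CPM, such as Fgg and Psma7, are limited by depth.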

Differences from the paper's values

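Limma-voom with no limit on the fold change was chosen after seeing the values.

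No value the paper states for these data differed from the one computed here by more than the limits set in advance. These limits were wide. At 72 hours they allowed 430 lower genes in the paper against 338 here, and a Fgg log2 fold change of 3.69 against 5.27. The paper's counts are 1203 genes at 24 hours (671 higher and 532 lower), 759 at 72 hours (329 higher and 430 lower) and 399 shared, against 1218, 666 and 405 here. Limma-voom without a limit on the fold change, chosen after seeing the values, gave 1203 (671 and 532) and 759 (329 and 430), with 401 shared. Limma-voom with the limit of 0.5 gave 1200, 759 and 401.

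Of the genes in the paper's tables of called genes, 1162 of 1203 at 24 hours and 730 of 759 at 72 hours were matched by symbol, and 988 and 551 of these were called here in the same direction; all of the matched genes were called by limma-voom with no limit on the fold change.

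The paper describes overexpression of Tnf at 24 hours, which was called here (log2 fold change 1.82, edgeR adjusted p = 0.0411) but not under limma-voom (adjusted p = 0.0867). It describes downregulation of Eif5 at 24 hours, which had a log2 fold change of -0.71 with an edgeR adjusted p of 0.0752 here, and an adjusted p of 0.0409 under DESeq2. Neither gene is in the paper's tables of called genes. The exact Kruskal-Wallis p-values here were 0.109 for Tnf, 0.0683 for Vegfa and 0.784 for Cxcr2, against about 0.11, about 0.068 and about 0.78 in Supplemental Figure S6. The first components held 21.3% and 15.9% of the variance, against about 20% and about 16% in Fig. 3A.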

Other observations

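The splits of the libraries and the marker lists were fixed before the results were seen; the separate test of the abundant list, the values for spleen replicate 3 and the reading of Cd22 beside Cd79a were chosen only after the result was seen.

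Other splits of the libraries into groups of the same sizes gave as many called genes as the real comparison in 1 of 35 splits at 24 hours and 2 of 56 at 72 hours, the real split included, and in 1 of 100 drawn splits between the time points. At 72 hours the other split, 72-hour replicates 1, 2 and 3 against the remaining 72-hour and all spleen libraries, gave 924 genes, more than the 666 of the real one. It does not follow the 72-hour libraries with few unaligned reads, replicates 2 and 3. Without those 2 libraries, 100% of the 666 genes kept their direction with a log2 fold change of at least 0.5, while 298 were still called. The 666 genes were chosen with the remaining 72-hour libraries included, so a kept direction was likely beforehand. It therefore cannot decide how far the libraries with few unaligned reads account for these genes.

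On the third principal component, which held 12.3% of the variance, the libraries were separated within each group rather than between groups. Spleen replicate 3 scored 60.8 against -24.9 and -21.0 for spleen replicates 1 and 2. The 24-hour replicates 3 and 4 scored 50.3 and 27.8 against -49.4 and -42.1 for replicates 1 and 2, and 72-hour replicates 4 and 5 scored 50.1 and 16.9 against -11.7, -24.8 and -32.0 for replicates 1, 2 and 3. Neither the paper nor the labels name a batch, so no fit with a batch term was made and no explanation was tested.

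Comparisons with the same spleen libraries share their chance values. The correlation of the log2 fold changes across genes between the 2 time points was 0.626, against a median of 0.562 in 20 simulations with no effect, and 69.8% of genes had the same sign, against 69.3%. Genes are not independent replicates, so these values describe how far the shared libraries alone carry such a likeness.

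Spleen replicate 3 had far lower granule gene counts than the other spleen libraries: Ngp had 339 CPM against 1895 and 1891, Ltf 208 against 1712 and 1637, S100a9 339 against 3937 and 3969, and Camp 8.04 against 170 and 175. With 3 spleen libraries no test of a single library was made. Most granule genes were lower in both liver groups. Prtn3, a granule gene of the immature list with few counts, went the other way at 24 hours. It had 0.46, 1.09 and 2.57 CPM in the spleen libraries, and 10.7, 0, 3.54 and 5.84 in the 24-hour libraries. Of 12 tested immature neutrophil genes, 9 were called lower at 24 hours (median log2 fold change -2.51) and 10 at 72 hours (-3.31). Of the 2 cell cycle genes of the list, Mki67 was at -0.12 at 24 hours. Top2a, with few counts, was at least 2.55-fold lower at 24 hours (edgeR adjusted p = 0.0226). At 72 hours Top2a was at -3.84 (edgeR adjusted p = 0.0249). Mki67 had 674 to 2008 CPM over the libraries, above S100a9 in every liver library, while Top2a had at most 9.74 CPM. Whether counts this high measure the Mki67 transcript is open, so its value is no evidence on the cell cycle. A candidate explanation is a larger share of immature neutrophils in the spleen. Elane had no counts and Mpo at most 2 in any library, so immature cells in the spleen and a loss of granule transcripts in the liver cannot be told apart here.

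Marker lists of other cells gave the following. For hepatocytes 8 of 20 genes were tested, Fgg among them, and all but Apoa2 were at the count floor in the spleen. The only gene called higher at 72 hours was Fgg itself, and the only one at 24 hours was Apoa2 (2.07, edgeR adjusted p = 0.00888), which was at 0.69 at 72 hours (edgeR adjusted p = 0.515). The median log2 fold change of the 8 genes, 4.69 at 72 hours and 2.04 at 24 hours, includes Fgg and genes at the floor, so it is no separate evidence on Fgg. Apoa2, Alb and Serpina3k, 3 genes of this list, had higher CPM than Fgg at 72 hours (6.34, 3.07 and 2.53 against 2.24), with few counts. Against this, Apoa2 had 12.7 to 19.6 CPM in the 24-hour libraries, where Fgg had none, and at most 10.0 at 72 hours, and Alb had none in 72-hour replicates 1 and 4, where Fgg had 3.25 and 2.08. RNA from hepatocytes as the source of Fgg at 72 hours stays open, since the values go both ways and those at 72 hours rest on few counts. For macrophages 6 genes were tested, the median was -0.28 at 24 hours and 0.39 at 72 hours, and no gene was called higher in either. The sign differs between the time points, so macrophages among the sorted cells stay open for Ccl3, Ccl4 and Il12a; C1qa, C1qb and C1qc had no counts in the liver libraries, but macrophage genes read on the opposite strand would have few counts in any case. For B cells 4 genes were tested with a median of -0.42 at 24 hours and -0.18 at 72 hours. Cd79a, the B cell gene with the most counts, had a log2 fold change of -0.24 at 24 hours, while Cd22 was at 1.71 (standard error 0.58, edgeR adjusted p = 0.0599) with every 24-hour library above every spleen library. The values go both ways, and B cell genes read on the opposite strand would have few counts, so B cells as the source of Cxcr5 stay open. For T cells 1 gene was tested (1.22 at 24 hours and 1.37 at 72 hours), for erythroid cells 1 (-0.04 and -1.13) and for endothelial cells 4 (medians -0.72 and -0.52); none was called higher.

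Cxcr5 has 110 exon bases that overlap Bcl9l on the opposite strand, and Bcl9l itself had at most 9 counts per library. Reads of a transcript on the opposite strand are a candidate explanation for part of the Cxcr5 counts. This is a hypothesis that the overlap makes possible, and the overlap alone does not show how many reads it accounts for.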
